# Alveolar type II epithelial cell FASN maintains lipid homeostasis in experimental COPD

**DOI:** 10.1172/jci.insight.163403

**Published:** 2023-08-22

**Authors:** Li-Chao Fan, Keith McConn, Maria Plataki, Sarah Kenny, Niamh C. Williams, Kihwan Kim, Jennifer A. Quirke, Yan Chen, Maor Sauler, Matthias E. Möbius, Kuei-Pin Chung, Estela Area Gomez, Augustine M.K. Choi, Jin-Fu Xu, Suzanne M. Cloonan

**Keywords:** Metabolism, Pulmonology, COPD, Intermediary metabolism, Pulmonary surfactants

## Abstract

Alveolar epithelial type II (AEC2) cells strictly regulate lipid metabolism to maintain surfactant synthesis. Loss of AEC2 cell function and surfactant production are implicated in the pathogenesis of the smoking-related lung disease chronic obstructive pulmonary disease (COPD). Whether smoking alters lipid synthesis in AEC2 cells and whether altering lipid metabolism in AEC2 cells contributes to COPD development are unclear. In this study, high-throughput lipidomic analysis revealed increased lipid biosynthesis in AEC2 cells isolated from mice chronically exposed to cigarette smoke (CS). Mice with a targeted deletion of the de novo lipogenesis enzyme, fatty acid synthase (FASN), in AEC2 cells (*Fasn*^iΔAEC2^) exposed to CS exhibited higher bronchoalveolar lavage fluid (BALF) neutrophils, higher BALF protein, and more severe airspace enlargement. *Fasn*^iΔAEC2^ mice exposed to CS had lower levels of key surfactant phospholipids but higher levels of BALF ether phospholipids, sphingomyelins, and polyunsaturated fatty acid–containing phospholipids, as well as increased BALF surface tension. *Fasn*^iΔAEC2^ mice exposed to CS also had higher levels of protective ferroptosis markers in the lung. These data suggest that AEC2 cell FASN modulates the response of the lung to smoke by regulating the composition of the surfactant phospholipidome.

## Introduction

Chronic obstructive pulmonary disease (COPD) is characterized by inflammation of the airways, irreversible airflow obstruction, and destruction of the lung parenchyma or emphysema (1). As a main contributor to the global burden of disease, COPD represents the third leading cause of morbidity and mortality worldwide (2). The mechanisms underlying COPD pathogenesis remain incompletely understood but include oxidative stress, protease/antiprotease imbalance, and aberrant inflammatory responses to noxious gases such as cigarette smoke (CS), a primary risk factor for this disease (3).

Injury to or loss of alveolar epithelial type II (AEC2) cells represents a primary component of CS-induced emphysema resulting in alveolar airspace enlargement (4). AEC2 cells act as progenitors of AEC1 cells and are critical for surfactant production (5). Surfactant is not only synthesized but also stored, secreted, and recycled by AEC2 cells (6–8). Consisting of approximately 10% protein and 90% lipids (mainly saturated phospholipids), pulmonary surfactant serves to maintain alveolar surface tension and prevent alveolar collapse (9). AEC2 cells therefore use a complex set of lipid metabolic pathways to effectively adjust surfactant synthesis, secretion, and recycling in different physiologic situations (10).

A number of studies have implicated a disturbance in lipid homeostasis by smoke and in COPD, including increases in fatty acid (FA) oxidation, increases in sphingolipid production (11–17), and a loss in the availability of the key surfactant phospholipids phosphatidylcholine (PC) and phosphatidylglycerol (PG) (11). However, whether CS exposure leads to the dysregulation of lipid metabolism specifically in AEC2 cells and how this contributes to COPD pathogenesis remain unclear.

In mammals, the enzyme fatty acid synthase (FASN) provides a key step in the synthesis of FAs by condensing acetyl-CoA and malonyl-CoA to generate palmitate (18). FASN functions as a central regulator of lipid metabolism and is capable of rewiring cells for greater energy flexibility to adapt to new high-energy requirements (19). FA synthesis and FASN are essential to the correct development of the fetal lung and the normal functionality of the adult lung. FASN is also required for surfactant production of alveolar epithelial cells (20–23). Variations in FA synthesis, intake, elongation, and desaturation also affect PC composition (24). We have previously observed increased *FASN* gene expression in COPD lungs, using serial analysis of gene expression (25). However, the role of FASN in AEC2 cell function in COPD remains to be defined.

In the current study, we show that lipid composition and regulation by FASN in AEC2 cells are critical in the response of the AEC2 cell to smoke. Mice with targeted conditional deletion of FASN in AEC2 cells (*Fasn*^iΔAEC2^) were more susceptible to smoke- and age-induced airspace enlargement. *Fasn*^iΔAEC2^ mice exposed to smoke had lower levels of key surfactant bronchoalveolar lavage fluid (BALF) phospholipids but higher levels of BALF ether phospholipids and sphingomyelin species and higher surface tension when compared with controls exposed to room air. *Fasn*^iΔAEC2^ mice exposed to smoke also had higher levels of polyunsaturated fatty acid–containing (PUFA-containing) phospholipids and higher expression of protective markers of ferroptosis, a form of iron-dependent cell death via lipid peroxidation, in the lung. These data suggest that AEC2 cell FASN contributes to the regulation of the lung’s response to smoke by regulating surfactant-associated phospholipid metabolism. We hypothesize that this may represent an essential mechanism engaged by the AEC2 cell to maintain correct surfactant composition and membrane integrity in response to smoke.

## Results

### In vivo CS exposure increases lipid biogenesis and alters the composition of the surfactant phospholipidome in AEC2 cells.

Of the lipids found in surfactant, 90% are phospholipids. Surfactant lipids are characterized by high levels of saturated FA chains, such as dipalmitoyl phosphatidylcholine (DPPC, PC 32:0), which comprises the main lipid species responsible for the surface tension reduction properties of surfactant (26). PG also represents a major component of surfactant, with other phospholipids present in lower abundance. Little is currently known about the role of lipid metabolism in AEC2 cells and COPD pathogenesis.

Using a well-established experimental model of CS-induced injury (27–29), we investigated changes in lipid composition that occur specifically in AEC2 cells in response to chronic CS exposure (6 months). We isolated AEC2 cells (90% purity) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.163403DS1) from the lungs of mice that were exposed to CS or room air for 6 months and performed comprehensive (572 individual lipid species) lipidomic analysis using liquid chromatography/mass spectrometry (LC/MS). As expected, the most abundant classes of lipids detected in AEC2 cells were phospholipids and free cholesterol (FC), followed by sphingolipids and glycerolipids (Figure 1A). While AEC2 cells from CS-exposed mice displayed a global trend for higher total lipid levels (Figure 1B), the abundance (or ratio of each lipid as a percentage of total lipids) of the major classes of lipids important for surfactant composition were significantly lower (*P* = 0.027 by Student’s unpaired *t* test) in the smoke-exposed cells when compared with air controls (Figure 1C). This was attributed to the trend of lipid composition of smoke-exposed cells having a lower abundance of FC and PC. AEC2 cells isolated from smoke-exposed mice also had higher levels of lipids containing monounsaturated fatty acids (MUFAs) and PUFA, when compared with air-exposed controls (Figure 1, D and E).

Out of the 33 classes of lipids analyzed, 3 were significantly increased by smoke when compared with air-exposed controls. Specifically, triacylglycerol (TG), ether lysophosphatidylcholine (LPCe), and plasmalogen phosphatidylethanolamine (PEp) classes were all significantly higher (*P* < 0.05) relative to AEC2 cells from air-exposed mice (Figure 1A). TG molecules are a major form of storage and transport of FAs and act as a pool for structural and bioactive FAs. Here, TGs showed a marked 2.4-fold increase in AEC2 cells in response to CS. Further analysis revealed that out of the 41 TG species analyzed, 23 species were significantly increased by CS in AEC2 cells when compared with air controls (Figure 1F).

LPCe and PEp classes, known as ether phospholipids (etherPLs), are composed of a glycerol backbone with an alkyl chain (ether bond) in the sn-1 position, a FA in the sn-2 position, and a polar headgroup in the sn-3 position of the glycerol backbone, which generally consists of ethanolamine or choline (30). In this study, CS exposure resulted in significant increases in several etherPLs, including LPCe (LPCe 18:0, LPCe 18:1, and LPCe 20:1) and PEp species (PEps 34:1, 36:4, 38:5, 38:6, 40:5, and 40:7) (Figure 1, G and H).

Despite the overall ratio of the abundance of surfactant-related lipids to total lipids declining, individual species of phosphatidic acid (PA 30:0, 32:0, 32:1, 34:1, 36:0, and 34:2), PG (36:2, 38:1), phosphatidylinositol (PI 34:1, 34:2, 36:0, 36:4, 38:4), phosphatidylethanolamine (PE 38:2, 36:0, 36:4), phosphatidylserine (PS 38:6), and cholesterol ester (CE 20:1, 20:2, 22:3, 22:4, 24:5, 22:5) species increased in AEC2 cells upon exposure to smoke, when compared with air (Supplemental Figure 1B). Finally, we found increases in several ceramide (Cer) and sphingomyelin (SM) species in AEC2 cells exposed to smoke, which have been previously reported as elevated in COPD patient lung tissue and cells (25, 31). Specifically, the levels of species of SM d18:1/16:1, d18:1/20:0, and d18:1/20:1; dihydrosphingomyelin (dhSM) d18:1/16:0, d18:1/18:1, and d21:1/24:1; dihydroceramide (dhCer) 18:0/22:1; and Cer d18:1/22:1 were all significantly increased by CS (Supplemental Figure 1B). Taken together, the above data demonstrate that in response to smoke, the lipidome of AEC2 cells changes, with an overall decline in abundance of surfactant-related lipids and a concomitant increase in TGs, etherPLs, and SM species as well as lipid species bound to PUFAs. These changes may have important ramifications for surfactant composition and production by the AEC2 cell.

### FASN is regulated by CS in AEC2 cells.

FAs for etherPL or triglyceride synthesis are derived from FASN-mediated de novo lipogenesis (30, 32). In the lung, FASN is predominantly expressed in AEC2 cells (20, 33). Moreover, de novo FA synthesis via FASN is essential for surfactant secretion (21–23). However, little is known regarding the role of FASN in the lipogenic response of AEC2 cells to smoke or the role of AEC2 cell FASN in COPD pathogenesis.

First, we verified using immunohistochemical (IHC) staining of FASN in the lungs of healthy controls and individuals with COPD that FASN is enriched in AEC2 cells in the human lung (Figure 2A). These data were supported by analyzing available single-cell RNA-sequencing (scRNASeq) profiles of explanted lung tissue from patients with advanced COPD or control lungs, which demonstrated that FASN was predominantly enriched in a subpopulation of surfactant-producing AEC2 cells (associated with canonical “bulk” AEC2 markers such as *SFTPA1*, *SFTPA2*, and *ETV5* and termed AT2B cells) (34) (Figure 2B and Supplemental Figure 2A). Similarly, IHC and immunofluorescence staining of pro-surfactant protein C (pro-SPC; a marker of AEC2 cells) and FASN in the lung sections from C57BL/6 mice revealed that FASN colocalized with pro-SPC, verifying that FASN was also enriched in murine AEC2 cells (Supplemental Figure 2, C and D). These data were supported by analyzing available scRNA-Seq data from murine lung tissue, which showed that FASN is predominantly localized to AEC2 (or AT2) cells (Figure 2C and Supplemental Figure 2B) (34). FASN expression in lung tissue was relatively higher compared with that observed in kidney, heart, muscle, and spleen and second to liver as assessed by immunoblotting (Supplemental Figure 2E).

Notably, reanalysis of scRNA-Seq data of human lung tissue found *FASN* to be decreased specifically in AT2B cells from individuals with COPD (–0.34 log_2_ fold-change [log2FC], *P* = 2.29 × 10^–5^) (Figure 2B). Therefore, we next assessed the expression and regulation of FASN in AEC2 cells of the lung in experimental COPD models. Using a well-established experimental acute model of CS-induced lung injury (27–29), we examined FASN protein levels by immunoblotting. While there was no significant difference in the protein levels of FASN in whole lung homogenates from mice exposed to CS for 6 weeks when compared to air controls, FASN enzymatic activity was significantly higher in whole lung homogenates after 6 weeks of CS exposure (Figure 2, D–F). In a chronic (6–10 months) CS-induced injury model (29, 35), scRNA-Seq analysis showed *Fasn* to be significantly (log2FC –0.24, *P* = 6.39 × 10^–9^, FDR < 0.0005) decreased in AEC2 cells exposed to 10 months of smoke (Figure 2, C and D). This is consistent with FASN protein and gene expression being lower in whole lung homogenates isolated from mice exposed to 6 months of smoke when compared with air controls. Protein levels of the enzyme acetyl-CoA carboxylase (ACC), which catalyzes the carboxylation of acetyl-CoA to malonyl-CoA, the rate-limiting step in FA synthesis, and levels of the enzyme ATP citrate lyase (ACLY), which synthesizes cytosolic acetyl-CoA, were also lower in whole lung homogenates isolated from mice exposed to 6 months of smoke when compared with air controls (Supplemental Figure 2, F and G).

Conversely, in isolated AEC2 cells from mice exposed to CS for 6 months, FASN protein expression was increased when compared with air controls by IHC staining and immunoblotting. Similarly, the expression level of ACLY was also higher in AEC2 cells in response to smoke (Figure 2, G–I). Taken together, these results show that FASN transcript is lower in surfactant-producing AEC2 type B cells in COPD and in response to chronic smoke exposure in mice, but FASN protein and activity as well as other enzymes essential for FA synthesis are upregulated in primary isolated AEC2 cells in response to smoke.

### Targeted deletion of FASN in AEC2 cells alters the lipid composition and transcriptomic profile of the lung.

To identify the specific role of FASN and enhanced lipid production in AEC2 cells by smoke, we selectively deleted FASN in murine AEC2 cells. Genetically modified mice harboring *Fasn* flanked by 2 *loxP* sites were crossed with *Sftpc^CreERT2+/+^* mice (*Fasn*^iΔAEC2^) in which *Fasn* was selectively deleted in AEC2 cells after administration of tamoxifen (Figure 3A). IHC analysis at 2 weeks after tamoxifen injection demonstrated that FASN was substantially lower in AEC2 cells from *Fasn*^iΔAEC2^ mouse lung tissue (Figure 3B). Consistent with these IHC data, immunoblotting showed that FASN levels were significantly decreased in isolated AEC2 cells of *Fasn*^iΔAEC2^ mice relative to *Sftpc^CreERT2+/–^* controls. The expression levels of ACLY and ACC were not significantly altered in isolated AEC2 cells of *Fasn*^iΔAEC2^ mice relative to *Sftpc^CreERT2+/–^* controls (Figure 3, C and D, and Supplemental Figure 3A). Notably, targeted deletion of FASN in AEC2 cells resulted in a decrease of FASN in whole lung tissue, verifying that, in the healthy lung, FASN was largely localized to AEC2 cells. Similarly, *Fasn* mRNA expression was decreased by 64% in total lung in *Fasn*^iΔAEC2^ mice and by approximately 90% in purified AEC2 cells isolated from *Fasn*^iΔAEC2^ mice, relative to the lungs and cells from control *Sftpc^CreERT2+/–^* mice. However, the expression of the lipid-related genes *Scd1*, *Fdps1*, *Fabp5*, and *Thrsp* was significantly increased in both lung tissue and isolated primary AEC2 cells in the *Fasn*^iΔAEC2^ mice compared with *Sftpc^CreERT2+/–^* controls (Supplemental Figure 3B).

To verify that loss of FASN in AEC2 cells alters the lipidome of the lung, we assessed the lipid profile of the lungs of *Fasn*^iΔAEC2^ mice. A loss of FASN in AEC2 cells resulted in a nonsignificant trend for a loss of total lipid levels in the lung tissue (Supplemental Figure 3C). There was a notably significant decrease in acylcarnitine (AC), globotriaosylceramide (GB3), and PG species in whole lung tissue compared with control *Sftpc^CreERT2+/–^* mice (Figure 3E). In contrast, the content of bis(monoacylglycero)phosphate (BMP) and lysophosphatidylinositol (LPI) was significantly higher in *Fasn*^iΔAEC2^ lungs relative to control mice (Figure 3E).

ACs formed from carnitine and acyl-CoAs are considered the transport form of FAs and can be used for energy production in mitochondria via β-oxidation or for the synthesis of endogenous molecules (36). In this study, several AC species were lower in *Fasn*^iΔAEC2^ mice when compared with the control *Sftpc^CreERT2+/–^* mice (Figure 3F). PGs are present in relatively high amounts (~10%) in surfactant, and they play an important role in lung host defense by regulating innate immune processes (37). In this study, several PG species were lower in *Fasn*^iΔAEC2^ mice when compared with the control *Sftpc^CreERT2+/–^* mice (Figure 3G). BMP, a structural isomer of PG, is a negatively charged glycerophospholipid that is mainly localized in late endosomes/lysosomes (38). A number of BMP species were increased or decreased in the *Fasn*^iΔAEC2^ mice when compared with the control *Sftpc^CreERT2+/–^* mice (Supplemental Figure 3D). Finally, LPI is a bioactive lipid generated by the phospholipase A family of lipases that is believed to play an important role in cell growth, differentiation, and motility in a number of cell types (39). In this study, a number of LPI species were increased in the *Fasn*^iΔAEC2^ mice when compared with the control *Sftpc^CreERT2+/–^* mice (Supplemental Figure 3E).

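Lung RNA from 3 *Fasn* iΔAEC2 mice and 3 control *Sftpc CreERT2+/-* mice was sequenced. In the *Fasn* iΔAEC2 mice, tamoxifen activates a Cre recombinase made in AEC2 cells from the surfactant protein C gene, and the recombinase removes *Fasn* flanked by *loxP* sites. Tamoxifen was injected at 100 mg/kg once a day in rounds of 3 days at 5 weeks of age. The paper describes the tissue as whole lung, and so do the sample labels in giving lung as the source, although another field of the labels names alveolar type 2 cells; the libraries were treated as whole lung. The authors prepared stranded libraries from polyadenylated RNA and deposited the number of reads they counted on each of 23306 gene symbols, without normalization. The paper's main text does not name the genome build or the counting tool. The control libraries held 25671097, 20924862 and 22993435 counts (replicates 1, 2, and 3; median 22993435) and the *Fasn* iΔAEC2 libraries held 29874907, 31745950 and 29761375 (median 29874907), so that every *Fasn* iΔAEC2 library was deeper than every control library. From these counts, genes with too few reads in the smaller group were left out by edgeR's filterByExpr function, which kept 15431 genes, and library sizes were scaled by the trimmed mean of M values (TMM). Differences between the groups were tested with edgeR's quasi-likelihood test. Expression is given as TMM-normalized CPM. The test, the scaling, and the filter are the choices that can change the values, and each was replaced in turn by an alternative. *Fasn*, the deleted gene, lies on the minus strand of chromosome 11 from 120805846 to 120824547 in the GENCODE M21 annotation of GRCm38. *Fasn* expression was 461, 367 and 399 CPM in control replicates 1, 2, and 3 and 240, 194 and 215 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3. The means were 409 ± 47.7 CPM in controls and 217 ± 23.1 CPM in *Fasn* iΔAEC2 lungs (SD, *n* = 3 mice each), and the groups did not overlap (2-sided exact permutation test, *P* = 0.1, the smallest that 3 mice against 3 allow). The log2FC of *Fasn* was -0.92 (SE 0.12, adjusted *P* value 0.0465 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is a decrease of 47.0%. The adjusted *P* value of *Fasn* ranged from 1.78e-10 with DESeq2 to 0.0533 with limma-voom across the alternative tests, scalings, and filters, with log2FC values from -0.93 to -0.91. With 1 library left out, the decrease of *Fasn* was between 43.4% and 49.9%, and its adjusted *P* value by edgeR was 0.112, 0.150 and 0.192 without control replicates 1, 2, and 3, and 0.0153, 0.114 and 0.149 without *Fasn* iΔAEC2 replicates 1, 2, and 3.

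**Figure D1:**
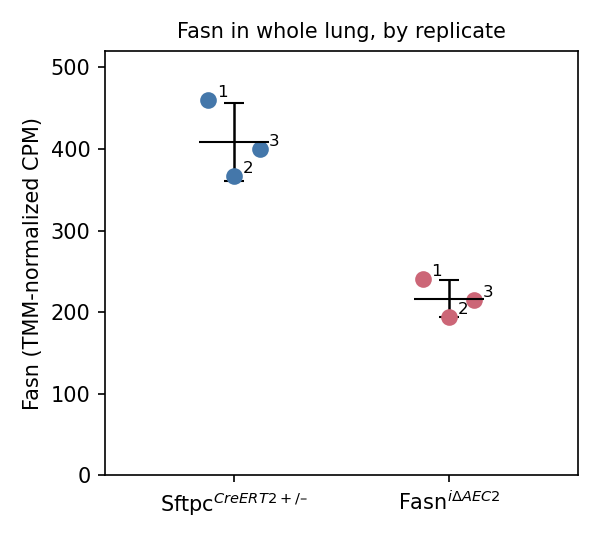
*Fasn* expression in whole lung, in TMM-normalized CPM on the vertical axis, for control *Sftpc CreERT2+/-* mice and *Fasn* iΔAEC2 mice. Each point is 1 mouse with its replicate number, the wide line is the mean, and the bars are 1 SD; the *Fasn* iΔAEC2 mice sit between 194 and 240 CPM, all below the control mice.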

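At an adjusted *P* value under 0.05 and a log2FC of at least 0.2 in either direction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 32 of the 15431 genes, 27 higher and 5 lower in *Fasn* iΔAEC2 lungs, while 1875 genes had an unadjusted *P* value under 0.05. The choice of test moved this count most. The Wald test of DESeq2 called 505 genes, 386 higher and 119 lower, among them all 32. By contrast, limma-voom called 24, 23 higher and 1 lower. The count also moved with single libraries. It was 16, 5 and 13 without control replicates 1, 2, and 3, and 208, 28 and 17 without *Fasn* iΔAEC2 replicates 1, 2, and 3. Among the called genes with a mean of at least 1 CPM and no overlap between groups, the largest increase was in *BC018473*, which lies on the plus strand of chromosome 11 from 116752167 to 116759373 (GENCODE M21, GRCm38), the chromosome that also carries *Fasn*. *BC018473* held 6, 7 and 4 counts in controls and 1353, 1388 and 871 counts in *Fasn* iΔAEC2 lungs, a log2FC of 7.31 (SE 0.29). Its adjusted *P* value was 0.000336 by edgeR and stayed between 1.63e-95 and 0.0196 across the alternatives that tested all libraries. *Myl3* (log2FC 2.54, SE 0.29) rose from 1.22 ± 0.233 to 7.12 ± 2.03 CPM (SD, *n* = 3) and *Cox6a2* (log2FC 1.98, SE 0.21) from 11.9 ± 1.14 to 47.1 ± 13.4 CPM. Both are heart muscle genes, and 22 of 24 heart muscle genes were higher in every *Fasn* iΔAEC2 library than in every control library, where chance separates 10% of genes, counting both directions. Leaving out any control replicate took the adjusted *P* values from edgeR above 0.05 for *Myl3* and *Cox6a2*. The highest were 0.206 for *Myl3* and 0.228 for *Cox6a2* without control replicate 2. Without *Fasn* iΔAEC2 replicate 2 both were also above 0.05, as was *Myl3* without *Fasn* iΔAEC2 replicate 3. With all libraries, both lost the call under limma-voom (adjusted *P* values 0.103 and 0.0770). They also lost it in edgeR with the replicate number as a block (0.106 and 0.0828). DESeq2 and the likelihood ratio test kept both calls. *Aldh1l2*, a mitochondrial folate enzyme, had a log2FC of 2.04 (SE 0.18, adjusted *P* value 0.0107 by edgeR). This adjusted *P* value rose above 0.05 without control replicate 1 and to 0.101 without control replicate 2. It was 0.0578 with the replicate number as a block. The increase of *Lss*, which encodes lanosterol synthase, was the most even across mice, from 20.2 ± 0.442 to 65.8 ± 3.89 CPM (log2FC 1.70, SE 0.07), and *Lss* was called in all 6 fits that left out 1 library. Besides *Fasn*, the lower genes were *Sfrp2* (log2FC -1.23, SE 0.15), *C2* (log2FC -0.82, SE 0.10), *Bhlhe41* (log2FC -0.71, SE 0.09), which belongs to the circadian clock, and *C1qtnf1* (log2FC -0.55, SE 0.06). Their adjusted *P* values by edgeR lay between 0.0233 and 0.0465. With limma-voom, *C1qtnf1* was the 1 lower gene called, and *Fasn*, *Sfrp2*, *C2* and *Bhlhe41* had adjusted *P* values of 0.0533 to 0.0605. There were 2 lower genes with upper quartile scaling and 2 with the replicate number as a block. Each of the other scalings and filters gave 5, and the likelihood ratio test gave 85. The edgeR fit called 2, 1 and 1 lower genes without control replicate 1, *Fasn* iΔAEC2 replicate 2, and *Fasn* iΔAEC2 replicate 3. It called 19 without *Fasn* iΔAEC2 replicate 1 and 0 without control replicate 2 or 3. The fits without control replicates 2 and 3 had 1101 and 1728 genes in either direction at an unadjusted *P* value under 0.05.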

RNA-Seq on whole lung tissue from *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice (8 weeks after tamoxifen) demonstrated that 678 genes were significantly altered (adjusted *P* value < 0.05, fold-change 0.2) between *Fasn*^iΔAEC2^ and control mouse lung. 

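Of 21 genes that encode enzymes of cholesterol biosynthesis, 20 were higher in *Fasn* iΔAEC2 lungs, with a median log2FC of 1.09. The set moved further than other genes by the camera gene set test at a preset inter-gene correlation of 0.01 (adjusted *P* value 5.84e-123, Benjamini-Hochberg over 32 lists, from limma's camera on the edgeR fit). There were 15 of its members among the 32 called genes (1-sided Fisher's exact test against the 15431 genes tested, *P* = 6.0e-38). Camera treats genes as nearly independent, and of the 16 lists it called, 3 held under the rotation test fry and 1 when the correlation was estimated from the libraries. The cholesterol list held under both, with adjusted *P* values of 0.00313 and 0.0199 from limma. The study names or shows 16 of the 21 genes from these same mice. The other 5 had a median log2FC of 0.12 and 4 of them were higher. Among these 5, edgeR called *Cyp51* and *Sc4mol* (log2FC 1.27 and 1.13) and did not call *Ggps1*, *Lbr*, or *Ebp*. Camera still called the 5 (adjusted *P* value 1.00e-07). Leaving out the 16 was the alternative that moved the set most, and the fits that left out 1 library gave medians of 1.02 to 1.15. Apart from *Lss*, the largest increases were in *Mvd* (16.9 ± 1.16 to 48.8 ± 4.68 CPM, SD, *n* = 3, log2FC 1.53), *Fdps* (53.5 ± 3.82 to 149 ± 19.3 CPM, log2FC 1.47), *Idi1* (85.1 ± 7.92 to 232 ± 30.8 CPM, log2FC 1.45) and *Cyp51* (43.1 ± 6.15 to 104 ± 9.43 CPM, log2FC 1.27). Their adjusted *P* values by edgeR were 0.00393, 0.00519, 0.00752 and 0.0149. Without control replicate 2 the adjusted *P* values of *Fdps* and *Idi1* rose to 0.0656 and 0.0779, and that of *Cyp51* was also above 0.05, with a highest value of 0.125 without control replicate 3. The ribosomal protein genes moved little by comparison. Of 81 tested, 74 were lower in *Fasn* iΔAEC2 lungs, with a median log2FC of -0.14 (-0.18 to -0.11 with 1 library left out), where the median over all genes was 0.00. Camera called the set lower (adjusted *P* value 3.13e-10), but fry and the estimated correlation did not (adjusted *P* values 0.151 and 0.556 from limma). There were 0 ribosomal protein genes among the 32 called genes, with 27 at an unadjusted *P* value under 0.05, and 6 among those called by DESeq2 (1-sided Fisher's exact test, *P* = 0.0494). The largest decrease was in *Rps14*, from 584 ± 20.6 to 463 ± 37.4 CPM (log2FC -0.34, SE 0.08, adjusted *P* value 0.205 by edgeR). Many ribosomal protein genes have processed pseudogenes of nearly the same sequence, and how the authors' counting treated reads shared with them is not stated in the main text.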

Ingenuity Pathway Analysis (QIAGEN) on these 678 genes revealed that the top significantly altered canonical pathways included cholesterol biosynthesis (*P* = 1.12 × 10^–15^) and EIF2 signaling (*P* = 8.91 × 10^–8^), with the top molecular and cellular function pathways being cell death and survival (*P* = 2.37 × 10^–4^ to 3.41 × 10^–16^), lipid metabolism (3.23 × 10^–4^ to 4.77 × 10^–14^), small molecule biochemistry (*P* = 3.23 × 10^–4^ to 4.77 × 10^–14^), cell morphology (*P* = 2.55 × 10^–4^ to 2.11 × 10^–13^), and cellular function and maintenance (*P* = 2.55 × 10^–4^ to 5.83 × 10^–12^). Gene ontology analysis identified enrichment of genes in several key pathways involved in lipid and FA biosynthesis that were altered in the *Fasn*^iΔAEC2^ mice when compared with control *Sftpc^CreERT2+/–^* mice (Figure 3H). Specifically, a number of genes were upregulated, including those involved in FA biosynthesis pathways (*Acaca*, *Fads1*, *Acly*, *Aacs*, *Acss2*, *Tecr*, *Slc27a2*, *Pcyt2*, *Lpin1*, *Me1*), cholesterol biosynthesis (*Fdps*, *Sc5d*, *Mvk*, *Tm7sf2*, *Dhcr24*, *Nsdhl*, *Fdft1*, *Acat2*, *Lss*, *Idi1*, *Hmgcr*, *Sec14l2*, *Hsd17b7*, *Insig1*, *Mvd*, *Lipe*), steroid biosynthesis (*Sqle*), lipid transport (*Fabp5*, *Dbi*, *Ldlr*), β-oxidation (*Echdc1*, *Pm20d1*, *Acacb*), lysosomal degradation of sphingolipids (*Psapl1*), reduction of FAs for ether lipid synthesis (*Far1*), and regulation of pyruvate dehydrogenase (*Pdk4*, *Pdp2*) (Figure 3I). 

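A list of 25 genes for FA synthesis, elongation, and desaturation, from which *Fasn* was left out, was higher in *Fasn* iΔAEC2 lungs for every member, with a median log2FC of 0.44 (adjusted *P* value 4.22e-27 by camera with Benjamini-Hochberg adjustment over the lists tested). In 21 of the 25 genes all *Fasn* iΔAEC2 libraries lay above all control libraries; chance separates 10%, counting both directions. The rotation test kept the call (adjusted *P* value 0.0333 from limma's fry), and the fit with an estimated correlation did not (adjusted *P* value 0.133 from limma's camera). There were 2 of the 25 among the genes called by edgeR (1-sided Fisher's exact test, *P* = 0.00121) and 13 among those called by DESeq2 (*P* = 1.54e-13 by the same test). The study names or shows 11 of the 25; the other 14 were all higher, with a median log2FC of 0.29 (adjusted *P* value 3.55e-06 by camera). The largest change was in *Scd1*, which encodes stearoyl-CoA desaturase, at 1496, 1154 and 1328 CPM in controls and 13525, 6349 and 5056 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3. Its log2FC was 2.65 (SE 0.38) and its adjusted *P* value by edgeR was 0.0715, with a range of 2.57e-09 to 0.100 across the alternatives that tested all libraries and values with 1 library left out from 0.00410 without *Fasn* iΔAEC2 replicate 1, where the log2FC was 2.10, to 0.565 without control replicate 2.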

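All 37 of these genes were higher in *Fasn* iΔAEC2 lungs, with log2FC values from 0.27 to 1.94 and a median of 0.87. In each of the 37 the 3 *Fasn* iΔAEC2 libraries lay above the 3 control libraries. The study chose these genes on the same samples, so the 10% of genes that chance separates is no reference for them. By edgeR's quasi-likelihood test, 17 had an adjusted *P* value under 0.05 over all genes tested and 37 had one when adjusted over the list alone; since the study chose the list on these samples, the second count is not independent evidence. DESeq2 called 36 of them, the likelihood ratio test 34, and limma-voom 15. The count by edgeR was 10, 3 and 10 without control replicates 1, 2, and 3, and 24, 14 and 11 without *Fasn* iΔAEC2 replicates 1, 2, and 3. Of the genes past the threshold, 12 belong to the 16 given for cholesterol biosynthesis and 2 to the 10 given for FA biosynthesis. The latter are *Aacs* (31.1 ± 2.31 to 82.5 ± 7.13 CPM, SD, *n* = 3, log2FC 1.41, SE 0.09), called in all 6 fits that left out 1 library, and *Pcyt2* (log2FC 0.61, SE 0.07), whose adjusted *P* value by edgeR was 0.0429 and ranged from 7.89e-08 to 0.0533 across the alternative settings and up to 0.353 without control replicate 2. The log2FC of *Acaca* was 0.72 (SE 0.20) and depended on 1 library, with 178 CPM in *Fasn* iΔAEC2 replicate 1 against 105 and 111 CPM in replicates 2 and 3; without replicate 1 it was 0.44. Its adjusted *P* value was 0.240 by edgeR and 0.0175 to 0.320 across the alternatives that used all libraries, and by edgeR it was 0.0524 (without *Fasn* iΔAEC2 replicate 1) to 0.694 (without control replicate 2) with 1 library left out. *Sqle* rose from 43.5 ± 7.50 to 103 ± 9.64 CPM (log2FC 1.24, SE 0.13, adjusted *P* value 0.0233 by edgeR, 0.156 without control replicate 2). *Fabp5*, a lipid transport gene, had a larger and less even change from 102 ± 15.7 to 337 ± 117 CPM (log2FC 1.73, SE 0.25). It was not called with all libraries (adjusted *P* value 0.0715 by edgeR, 0.00985 without *Fasn* iΔAEC2 replicate 1, and 0.500 without control replicate 2). DESeq2 and the likelihood ratio test called *Fabp5* (adjusted *P* values 3.74e-11 and 9.00e-09), and limma-voom did not (0.0690). The quasi-likelihood test with the replicate number as a block also called it (adjusted *P* value 0.0394). *Acacb* was the 1 β-oxidation gene called (log2FC 0.87, SE 0.09, adjusted *P* value 0.0204 by edgeR, 0.170 without control replicate 2). For *Pcyt2*, *Sqle* and *Acacb* the values without control replicate 2 were the highest with 1 library left out, and all 3 were also above 0.05 without control replicate 1. *Psapl1* was barely expressed, at 0.342 ± 0.0449 CPM in controls and 1.34 ± 0.692 CPM in *Fasn* iΔAEC2 lungs, and had the widest error (log2FC 1.94, SE 0.52). It was the 1 gene of the 37 that DESeq2 did not call. *Pdk4* had 19.2, 34.9 and 49.2 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3 against 12.0 ± 2.49 CPM in controls (log2FC 1.52, SE 0.34, adjusted *P* value 0.180 by edgeR), the same order of replicates as in the heart muscle genes.

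**Figure D2:**
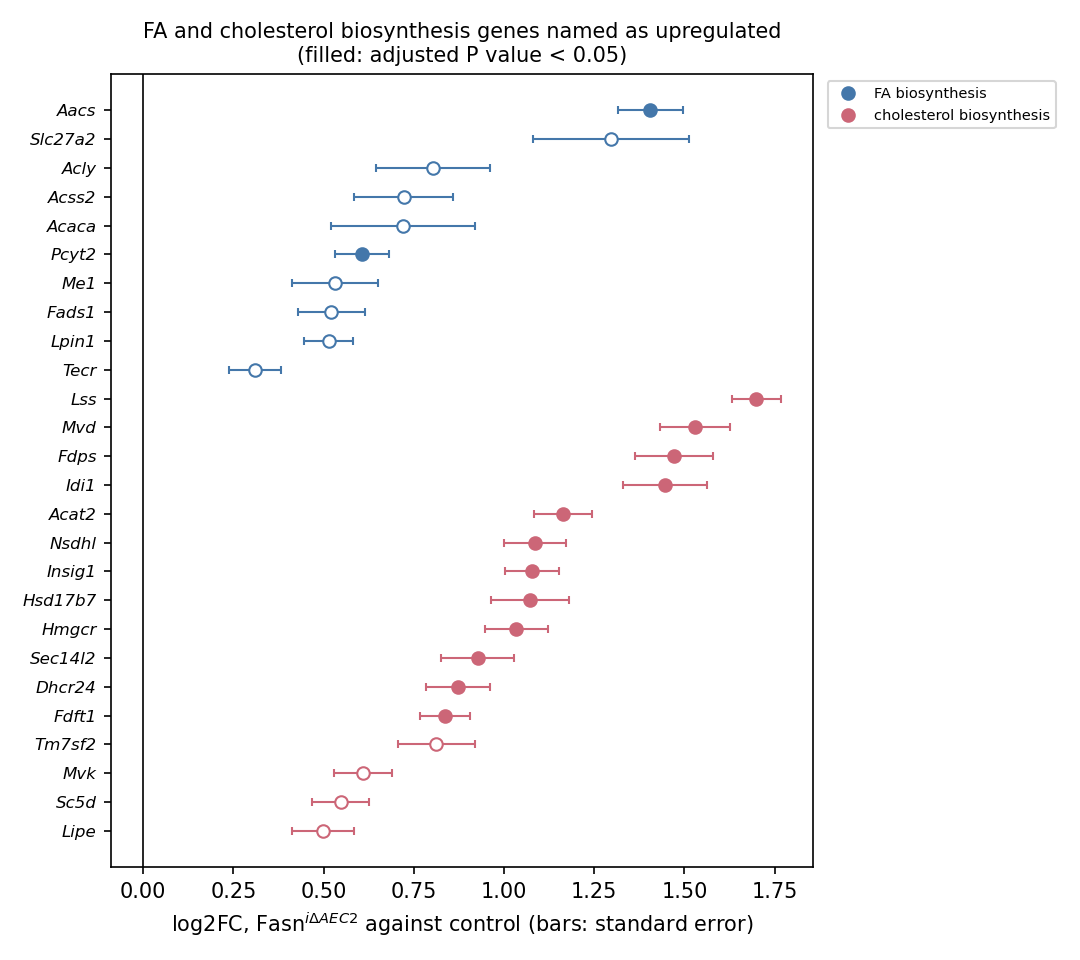
The log2FC of the 10 genes given for FA biosynthesis and the 16 given for cholesterol biosynthesis in *Fasn* iΔAEC2 against control lungs on the horizontal axis, with 1 SE as bars. Filled points are genes with an adjusted *P* value under 0.05 by edgeR over all genes tested, 2 and 12 in the 2 groups; all points lie above 0, from 0.31 in *Tecr* to 1.70 in *Lss*.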

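Transcripts of AEC2 cells differed less between the groups than *Fasn* did. *Sftpc* was at 9966 ± 256 CPM in control lungs and 9168 ± 425 CPM in *Fasn* iΔAEC2 lungs (SD, *n* = 3), a log2FC of -0.12 (SE 0.10, adjusted *P* value 0.683 by edgeR with Benjamini-Hochberg adjustment). Of 16 AEC2 marker genes, 12 were higher and 4 lower in *Fasn* iΔAEC2 lungs, with a median log2FC of 0.20 (adjusted *P* value 0.0640 by camera). The median rested on *Fasn* iΔAEC2 replicate 1 and was 0.04 without it, and the adjusted *P* value by camera was 0.00309 (without *Fasn* iΔAEC2 replicate 3) to 0.897 (without *Fasn* iΔAEC2 replicate 1) with 1 library left out. The paper puts these transcript data beside its staining, immunoblots, and lipidomics of the same mouse line.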

Taken together, these results suggest that FASN is localized predominantly in AEC2 cells of wild-type mice compared with other cells in the alveolar space and that the successful targeted deletion of *Fasn* in AEC2 cells in mice reduces several lipid species important for surfactant lipid composition.

### Targeted deletion of FASN in AEC2 cells results in accelerated age-associated increased airspace size, which may be partially restored by dietary TGs.

We next assessed if deletion of FASN in AEC2 cells resulted in any overt baseline pathology in the lung over time. At 13–14 weeks after tamoxifen treatment, *Fasn*^iΔAEC2^ mice had similar lung inspiratory capacity, compliance, and elastance when compared to *Sftpc^CreERT2+/–^* mice (Figure 4, A–D). However, aged (24-month-old) *Fasn*^iΔAEC2^ mice had significantly higher alveolar airspace diameters as quantified by mean chord length (MCL), with no change in overall lung area (40), suggestive of accelerated age-associated increased airspace size (41) (Figure 4, E and F, and Supplemental Figure 3F). Given that the loss of FASN in AEC2 cells in the lung resulted in loss of several essential lipid species, we determined whether adding specific lipids in the diet could alter the progression of age-induced increased airspace size in vivo. We found that 12-month-old *Fasn*^iΔAEC2^ mice administered a diet rich in TGs (60% fat derived from lard) had lower MCL values compared with 12-month-old *Fasn*^iΔAEC2^ mice administered a low-lipid (10% lipid) diet for 6 months. However, while a trend was observed, no significant difference was noted between these 2 groups (Figure 4, G–I), with no difference between the lung areas of each group (Supplemental Figure 3G). Conversely, *Fasn*^iΔAEC2^ mice administered a diet rich in TGs had a significantly lower percentage of TUNEL-positive stain per total cell area when compared with controls, suggesting some beneficial effects (Figure 4J).

### Targeted deletion of FASN in AEC2 cells results in increased lung injury, inflammation, and airspace enlargement upon acute or chronic smoke exposure.

Our data show that loss of FASN in AEC2 cell in the lung alters the lipid profile of the lung, which could accelerate age-induced airspace enlargement. Thus, we next wished to assess the role of FASN in AEC2 cells in the response of the lung to smoke. Acute smoke exposure (6 weeks) of *Fasn*^iΔAEC2^ mice resulted in increased leukocyte infiltration in the BALF of the lung, similar to the *Sftpc^CreERT2+/–^* controls exposed to CS (Figure 5, A and B). These infiltrating leukocytes consisted predominantly of macrophages in both animal models exposed to CS, although *Fasn*^iΔAEC2^ also showed higher levels of infiltrating BALF neutrophils when compared with *Fasn*^iΔAEC2^ mice exposed to room air (Figure 5, C and D). *Fasn*^iΔAEC2^ mice also displayed more injury characterized by higher BALF protein levels when compared with *Sftpc^CreERT2+/–^* controls exposed to CS, suggestive of decreased lung barrier function (Figure 5E).

Next, we pharmacologically targeted FASN in the lung by instilling the synthetic cell-permeable α-methylene-γ-butyrolactone FASN inhibitor C75 (42) (Figure 5F). As expected, intraperitoneal (I.P.) injection of C75 into mice for 42 days resulted in a decline in circulating free FAs in plasma (Figure 5G). Animals administered I.P. C75 and exposed to 42 days of smoke had significantly more BALF cells with a trend toward increased macrophage (Figure 5, H and I) and neutrophil numbers (Supplemental Figure 4A).

MCL measurements of inflated lung sections from wild-type C57BL/6 mice exposed to chronic smoke exposure (8 months) displayed significantly increased lung airspaces compared with air-exposed controls, with no significant differences in lung area (Figure 5J and Supplemental Figure 4B). *Fasn*^iΔAEC2^ mice exposed to CS had significantly higher MCL values when compared with *Sftpc^CreERT2+/–^* mice exposed to CS (*P* = 0.007 by 1-way ANOVA). However, airspace enlargement was not observed in *Sftpc^CreERT2+/–^* control mice exposed to CS for 8 months, when compared to *Sftpc^CreERT2+/–^* room air controls, despite this being observed in C57BL/6 controls. Airspace enlargement trended (*P* = 0.07) higher in the CS-exposed *Fasn*^iΔAEC2^ mice compared with wild-type C57BL/6 mice and was significantly higher in the *Fasn*^iΔAEC2^ mice exposed to air, when compared with *Sftpc^CreERT2+/–^* mice (Figure 5J). The above trends remained upon adjusting for lung area. However, *Sftpc^CreERT2+/–^* mice exposed to smoke trended toward having higher adjusted MCL values when compared with *Sftpc^CreERT2+/–^* mice exposed to air (Supplemental Figure 4, B and C).

Finally, the percentage of TUNEL stain in the CS-exposed *Fasn*^iΔAEC2^ mice was not different from *Sftpc^CreERT2+/–^* mice exposed to CS (Figure 5K). However, *Fasn*^iΔAEC2^ mice had lower levels of pro-SPC (SFTPC) and higher levels of p53 at baseline and in response to smoke when compared with *Sftpc^CreERT2+/–^* controls (Figure 5L and Supplemental Figure 4F). MLE-12 cells, an AEC2 cell line transfected with *siFasn* and exposed in vitro to CS extract, displayed significantly increased apoptosis as assessed by FACS analysis using annexin V and 7-AAD (Supplemental Figure 4, D and E). The above data suggest that loss of FASN in AEC2 cells exacerbates smoke-induced injury in the lung.

### Targeted deletion of FASN in AEC2 cells alters the lipidomic response of the lung to smoke.

We next assessed whether a loss of FASN in AEC2 cells, which exacerbated smoke-induced injury in the lung, induced alterations in the levels of specific sphingolipids or phospholipid species important for surfactant composition. We performed lipidomic profiling in the BALF of *Fasn*^iΔAEC2^ and *Sftpc^CreERT2+/–^* controls exposed to acute CS for 6 weeks (Figure 6A). We chose to carry out this profiling on BALF to assess the lipid milieu of the alveolus and its association to our findings on the surfactant composition in the lung microenvironment. Overall, the absolute levels of total lipid levels in the *Fasn*^iΔAEC2^ mice exposed to CS trended toward being lower in the BALF when compared with control mice exposed to CS (Figure 6B and Supplemental Figure 5A). Similarly, the abundance (each lipid as a percentage/ratio of total lipids) of lipids important for surfactant composition trended toward being lower in the BALF from smoke-exposed *Fasn*^iΔAEC2^ mice when compared with smoke-exposed controls. In addition, levels of DPPC were significantly lower in the *Fasn*^iΔAEC2^ mice when compared with controls (Figure 6, C and D).

Upon smoke exposure, several families of lipids were decreased in the BALF of *Fasn*^iΔAEC2^ mice when compared with the *Sftpc^CreERT2+/–^* control mice. BALF from *Fasn*^iΔAEC2^ mice exposed to CS trended toward having lower levels of ACs, TGs, and PSs. Diacylglycerol (DG) and acyl PG classes showed significantly lower levels in *Fasn*^iΔAEC2^ when compared with *Sftpc^CreERT2+/–^* control mice (Figure 6E and Supplemental Figure 5, B and C). In the case of TGs, we found that 8 out of 42 TG species were significantly lower in BALF of the smoke-exposed *Fasn*^iΔAEC2^ mice when compared with CS-exposed *Sftpc^CreERT2+/–^* mice. Several PA, PC, PE, PS, PG, and BMP species were also significantly lower in the BALF of smoke-exposed *Fasn*^iΔAEC2^ mice when compared with CS-exposed *Sftpc^CreERT2+/–^* mice (Supplemental Figure 6A). In the absence of smoke, BALF from *Fasn*^iΔAEC2^ mice overall had significantly lower levels of ACs, DGs, Cers, dhSMs, monohexosylceramides (MhCers), lactosylceramides (LacCers), PEps, PIs, lysophosphatidylserines (LPSs), and acyl PGs, when compared with *Sftpc^CreERT2+/–^* mice (Supplemental Figure 5A and Supplemental Figure 6B).

Significant increases in the levels of etherPLs PCe and LPCe, as well as increases in dhSM, LacCer, PI, and LPI groups, were all observed in the BALF of *Fasn*^iΔAEC2^ mice exposed to CS when compared with the BALF of *Sftpc^CreERT2+/–^* mice exposed to CS (Figure 6, E–H, and Supplemental Figure 6A). Analysis of whole lung tissue after bronchoalveolar lavage revealed that the above lipidomic changes were specific to the BALF, with only several LPI species showing significantly higher levels in the whole lung tissue of smoke-exposed *Fasn*^iΔAEC2^ mice when compared with CS-exposed *Sftpc^CreERT2+/–^* mice (Supplemental Figure 7, A–C).

Surfactant is a complex lipid and protein mixture that lines the alveolus to reduce surface tension. Low surface tensions are a requirement for effective gaseous exchange in the lung by preventing alveolar collapse. Efficient surfactant function requires low surface tension without any increases in surface viscosity, a function that is highly dependent on levels of DPPC (43). The above data show that a loss of FASN in AEC2 cells resulted in lower levels of DPPC and alterations in other phospholipid species, which may in turn increase the surface tension of surfactant. To assess if such changes in lipid species in the BALF affected the biophysical properties of surfactant, we assessed the surface tension of BALF from *Sftpc^CreERT2+/–^* and *Fasn*^iΔAEC2^ mice exposed to room air or CS for 6 weeks. Using a sessile drop optical tensiometer (44, 45), we found that *Fasn*^iΔAEC2^ mice had a significantly (*P* < 0.05) higher surface tension in response to smoke compared with *Sftpc^CreERT2+/–^* mice exposed to smoke (Figure 6I).

Collectively, the above data suggest that in response to smoke *Fasn*^iΔAEC2^ mice have increased abundance of etherPLs, dhMS, and LacCer species; lower abundance of acyl PGs and TGs; and lower levels of phospholipids related to surfactant composition (PCs including DPPC, PGs, DGs), all of which may contribute to the exacerbated responses of *Fasn*^iΔAEC2^ mice to smoke, including an increase in surface tension.

### Targeted deletion of FASN in AEC2 cells increases BALF PUFAs and protective markers of ferroptosis in the lung.

EtherPLs are abundant in cell membranes and have been implicated in the regulation of differentiation, cell signaling, and responses to oxidative stress (30, 46–48). Peroxisomal enzymes (including fatty acyl coenzyme A reductase 1 or FAR-1) involved in the synthesis of etherPLs sensitize cells to ferroptosis, a form of lipid- and iron-associated cell death (49, 50). In cellular membranes, PUFAs bound to phospholipids or other lipid classes are preferred peroxidation substrates for ferroptosis (51). In this study, we show that the levels of PUFA-containing lipids were higher in AEC2 cells exposed to smoke (Figure 1E), and *Far-1* was significantly increased in the whole lung of *Fasn*^iΔAEC2^ mice when compared with *Sftpc^CreERT2+/–^* mice (log2FC 0.25, *P* = 0.012, Figure 3I). 

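*Far1*, which encodes fatty acyl-CoA reductase 1, lies on the plus strand of chromosome 7 from 113513834 to 113571511 (GENCODE M21, GRCm38). Its expression was 79.0, 77.3 and 79.5 CPM in control replicates 1, 2, and 3 and 95.4, 89.1 and 100.0 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3. The means were 78.6 ± 1.18 and 94.8 ± 5.47 CPM (SD, *n* = 3), an increase of 20.6% with no overlap between groups (2-sided exact permutation test, *P* = 0.1, the smallest possible). The log2FC was 0.27 (SE 0.06), and it stayed between 0.23 and 0.31 with 1 library left out. By edgeR's quasi-likelihood test, the unadjusted *P* value of *Far1* was 0.00346 and the Benjamini-Hochberg adjusted *P* value was 0.184 over all genes tested. Among the alternatives that used all libraries, DESeq2 moved the adjusted *P* value of *Far1* most, to 0.0282; the others gave 0.127 to 0.294, and the fits that left out 1 library gave 0.189 to 0.635. Adjusted over the list alone, that of the genes the text names as upregulated, the edgeR *P* value of *Far1* was 0.00388, which is not independent evidence because the study chose the list on these samples.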

Consistently, levels of several PUFA-containing phospholipid species were significantly higher in the BALF of *Fasn*^iΔAEC2^ mice exposed to CS when compared with *Sftpc^CreERT2+/–^* mice exposed to CS, with an overall increased abundance in all PUFA-containing PC species (42.72% vs. 39.61%, *P* = 0.01 by 2-way ANOVA) (Figure 7, A and B).

Ferroptosis has been observed in the lung epithelium in human and experimental COPD (52). We therefore next wished to determine whether protective ferroptosis strategies are activated in the *Fasn*^iΔAEC2^ mice in response to increased levels of PUFA-containing phospholipids. We found that the expression of 2 key proteins that protect from lipid peroxides, glutathione peroxidase 4 (*Gpx4*), which reduces lipid peroxides to harmless alcohols using glutathione, and *Slc7a11* (also known as system Xc^–^ or xCT), the glutamate/cystine antiporter essential for glutathione synthesis, was increased in the *Fasn*^iΔAEC2^ mice (Figure 7C). Taken together the above data suggest that the increased ferroptosis-protective mechanisms in the lung may occur in response to increased PUFA lipids in the *Fasn*^iΔAEC2^ mice in response to smoke.

## Discussion

In this study, we show that exposure to CS reconfigures the lipid profile of AEC2 cells in vivo, reducing the abundance of surfactant-related lipids and increasing the concentration of etherPLs, TGs, and SM species. We uncover a critical function for the de novo lipogenesis enzyme FASN in AEC2 cell homeostasis in lipid reconfiguration in response to smoke exposure. We propose that in the absence of FASN, AEC2 cells cannot adapt their lipidome in response to smoke, rendering the AEC2 cell and consequently the lung more susceptible to inflammation and injury.

These hypotheses are supported by our findings that FASN is highly expressed in human and murine AEC2 cells and is decreased in murine and human AEC2 cells in COPD by scRNA-Seq analyses. Mice with a targeted deletion of FASN in AEC2 cells are more susceptible to smoke-induced injury and inflammation. In the absence of smoke, a loss of FASN in AEC2 cells also renders the lung more susceptible to age-induced increased airspace enlargement, which we attempted to restore by supplementing lipids in the diet. Although these findings were inconclusive, our results show a trend toward a restoration of the alveolar structure, which warrants future mechanistic studies into the role of FASN and lipid reconfiguration in COPD pathobiology.

In this study, FASN expression decreased in whole lung homogenates of mice exposed to smoke for 6 months in agreement with murine and human AEC2 single-cell data. However, FASN increased in isolated AEC2 cells from mice exposed to 6 months of CS. These conflicting observations could be attributed to a number of factors, including a loss in total AEC2 cell numbers in the lung after smoke (reflected by lower SFTPC levels), with those remaining viable AEC2 cells demonstrating increased adaptive FASN expression, or a loss of FASN in other cell types including fibroblasts, endothelial cells, and infiltrating macrophages, all of which play a role in COPD pathogenesis (4, 53).

We note that increased cholesterol synthesis and reduced PC levels increase susceptibility to emphysema (17, 54–56). However, this is the first study to our knowledge to interrogate and target lipid homeostasis in the AEC2 cell upon smoke. Our findings contribute to our understanding of AEC2 lipid metabolism in the lung, as well as the role of FASN in AEC2 cells under conditions of COPD development. A number of studies have described disrupted lipid metabolism in the BALF and whole lung tissue from smokers and individuals with COPD (Supplemental Table 2) (11, 12, 57), as well as in experimental emphysema in mice (11, 58, 59), supporting the contribution of AEC2 cells to changes in pulmonary surfactant and lipid homeostasis. Here, our murine data showed similarities between lipid alterations in human BALF or sputum, including lower BALF PC species such as DPPC, lower BALF PG species, higher BALF etherPLs, lower BALF BMPs, as well as higher BALF Cers and SMs (Supplemental Table 2). In this study we provide insight as to the mechanism for these observations, namely that FASN-associated lipogenesis most likely occurs as an adaptation to maintain correct surfactant synthesis or to generate pro-resolving lipid mediators in the lung upon smoking. This in turn results in an altered surfactant phospholipidome that may contribute to COPD pathogenesis.

Others have shown that FASN is required for surfactant production of alveolar epithelial cells and thus essential to normal lung function (20–23). FASN may also be utilized to generate FA substrates needed for FA oxidation (60), which in turn is essential in AEC2 cell function (61) and the development of fully differentiated airway epithelial cells (62). Moreover, the progression of emphysema pathology is associated with a loss in l-carnitine, critical for FA oxidation (63). Nevertheless, and to the best of our knowledge, this is the first study to show that FASN, particularly in AEC2 cells, is essential for the regulation of lipid homeostasis in the lung in response to smoke. Others have shown that FASN is essential to the induction of senescence in murine liver (64) and to AEC2 cell proliferation (65). Whether changes in FASN play a role in the senescent phenotypes observed in the COPD lung or the proliferation and/or regeneration of AEC2 cell remains to be determined.

As mentioned, efficient surfactant function requires low surface tension without any increases in surface viscosity, a function that is highly dependent on levels of DPPC (43). In this study, loss of FASN in AEC2 cells results in lower levels of DPPC in the BALF, and subsequent increases in surface tension in BALF upon smoke exposure, which could result in damage to the alveolar epithelium. Besides DPPC, mammalian surfactant contains other PC species, with PGs, PEs, SMs, PIs, and PSs comprising the remainder of the phospholipid pool (26). In this study, and in agreement with data on human tissues, several PG, PA, PC, PE, and PS species were lower in the *Fasn*^iΔAEC2^ mice exposed to smoke, which may drive the increased surface tension observed in the BALF of *Fasn*^iΔAEC2^ mice exposed to smoke.

In this study, we also show that at the time points studied here, CS increases the abundance of several lipids, including Cers, SM species, etherPLs (plasmalogens), and TGs, in the AEC2 cell and in the BALF of *Fasn*^iΔAEC2^ mice. Levels of Cer species are increased in the sputum of smokers with COPD, and loss of sphingomyelin synthase 2 is linked to the development of CS-induced COPD (12, 31). Consistently, we observed that CS resulted in increased levels of several Cer and SM species in AEC2 cells, while ablation of FASN in AEC2 cells boosted the concentration of a number of dhSM and LacCer species after smoke.

Our observed increases in etherPLs in both the AEC2 cells and *Fasn*^iΔAEC2^ mice exposed to smoke may be a response to the loss of the more abundant phospholipid species present in surfactant or may be reflective of the adaptations in lipid homeostasis in response to hypoxia (66). While plasmalogens, the most common form of etherPLs, are a minor component of surfactant, higher levels of plasmalogens reduce the surface tension and viscosity of surfactant (67, 68). Lower levels of etherPLs in the BALF of individuals with COPD are associated with a lower forced expiratory volume in 1 second in these people (11), suggesting that higher etherPLs may be protective in COPD. However, recent studies have shown that the peroxisomal enzymes involved in the synthesis of etherPLs sensitize cells to ferroptosis, a form of lipid- and iron-associated cell death that has been observed in the lung epithelium in human and experimental COPD (49, 50, 52). Interestingly, lipid oxidation also affects pulmonary surfactant homeostasis (69, 70), and ferroptosis sensitivity is determined by PUFA-containing phospholipids, which are subject to peroxidation (51). Here, we show that smoke exposure increases the abundance of PUFA-containing phospholipids, in BALF samples from *Fasn*^iΔAEC2^ mice. In agreement, lung tissues from *Fasn*^iΔAEC2^ mice show increased levels of protective ferroptosis markers.

Alternative interpretations to our findings must consider that alterations in extracellular BALF surfactant levels may be an indirect effect of inefficient AEC2 membrane remodeling (in response to the loss of FASN), which in turn may alter surfactant secretion by exocytosis in response to smoke (71). Similarly, there are numerous mechanisms of smoke-mediated disruption of surfactant metabolism, including inhibition of DPPC synthesis (72), reverse lipid transport (73, 74), or enhanced phospholipase A_2_ activity (75). Finally, changes in surfactant levels in the BALF may also be reflective of increased lipid recycling by alveolar macrophages (AMs) (76). FASN is downregulated in the AMs of patients with COPD, and these AMs are enriched in PCs and CEs, which suggests that in mild-severity stages, AMs may contribute to the decrease in surfactant lipids in the alveolar space by increasing their surfactant catabolism rate (53).

These studies may provide a basis for exploring the possible use of surfactant replacement therapy in COPD. Others have shown that surfactant replacement therapy provides pulmonary function improvement in individuals with bronchitis, a common component of COPD (77). However, the mechanism for this improvement, as well as the roles of specific individual surfactant lipids in COPD, remain unclear. Understanding the role of each BALF lipid and the interplay between the AEC2 cell and the AM in terms of lipid handling in COPD must be thoroughly investigated before therapeutically targeting lipid metabolism in COPD.

Taken together, these data suggest that FASN may be essential for the adaptation of the AEC2 cell lipidome to smoke. Specifically, both an increase in lipid synthesis and FASN levels may represent one indispensable mechanism engaged by the AEC2 cell to maintain surfactant production and membrane integrity in response to smoke. In conclusion, we demonstrate AEC2 cell lipid dysregulation as a key component of increased airspace size and identify FASN as a potential mechanistic target in COPD.

## Methods

### Generation of conditional AEC2-specific FASN-knockout mice.

To generate the AEC2-specific *Fasn*^iΔAEC2^ mice, *Fasn^loxP/loxP^* homozygous mice were crossed with *Sftpc^CreERT2+/+^* mice (see Supplemental Methods) to generate *Fasn^loxP/loxP^* *Sftpc^CreERT2+/–^* mice (*Fasn*^iΔAEC2^). *Fasn^–/–^* *Sftpc^CreERT2+/–^* littermates served as controls. All animals were housed in a pathogen-free environment in humidity and temperature-controlled rooms on a 12-hour light/12-hour dark cycle. Mice were given food and water freely. Tamoxifen (T5648, MilliporeSigma) was prepared as a 20 mg/mL stock solution in sunflower seed oil (S5007, MilliporeSigma). Mice were injected once a day for 3 days (100 mg/kg), followed by a 3-day rest period, then injected again for another 3 days at 5 weeks of age. Age- and sex-matched mice were used for experiments after 8 weeks of age.

### CS exposure of mice.

Eight- to 12-week-old *Fasn*^iΔAEC2^ mice or their control *Fasn^–/–^* *Sftpc^CreERT2+/–^* littermate mice were age- and sex-matched and chosen at random and exposed to CS in modular chambers as previously described (28, 29). Briefly, using a TE-10 inhalation exposure apparatus (Teague Enterprises), mice were exposed to CS (100 3R4F cigarettes, University of Kentucky Center for Tobacco Reference Products) with an average total particulate matter of 150 mg/m^3^ for 2 hours per day, 5 days per week, for 1.5–8 months. For C75 and smoke treatments, C75 was administered via I.P. injection using the following dosing regimen: 1 mg/kg for days 1–7, 2.5 mg/kg for days 7–13, 5 mg/kg for days 14–22, then 10 mg/kg for days 23–42 throughout smoke exposures for a total of 42 days. Murine lungs were inflated using 4% paraformaldehyde (Electron Microscopy Sciences) and kept at a pressure of 25 cmH_2_O for 20 minutes for alveolar MCL measurements as outlined in the Supplemental Methods and as previously described (40).

### Isolation of AEC2 cells.

Murine AEC2 cells were isolated as previously described and as outlined in the Supplemental Methods (78). Briefly, the lungs were perfused with PBS and inflated with dispase (BD Biosciences, 354235) followed by 0.5 mL of 1% low-melting-point agarose (Life Technologies, 16520-050). The lung tissue was digested in dispase, mechanically dissected, and filtered. AEC2 cells were enriched using MACS technology (Miltenyi Biotec) as described in the Supplemental Methods.

### Electrospray ionization-mass spectrometry of lipid molecular species.

All samples were collected and treated following recently accepted guidelines for lipidomics analysis (79). Lipids were extracted from murine lung tissue, BALF, or isolated primary AEC2 cells from equal amounts of material (100 μg/sample) by a chloroform-methanol extraction method and lipid extracts analyzed as described in the Supplemental Methods using a 6490 Triple Quadrupole LC/MS system (Agilent Technologies) spiked with appropriate internal standards.

### Determination of surface and interfacial activity of the murine pulmonary surfactant.

The surface and interfacial activity of the mouse pulmonary surfactants was determined using the commercial DataPhysics OCA 25 instrument, as described previously (80). Briefly, 27 μL of murine BALF was dispensed into a droplet from the nozzle. The density (kg/m^3^) of the liquid was measured and inputted and the surface tension of the droplet measured in zero field γ0. The surface tension (IFT mN/m) was then calculated by determining the shape of the droplet, with a change in droplet shape equating to a change in surface tension (80). Each measurement was repeated for a minimum of 4 droplets.

### RNA-Seq.

RNA was extracted from mouse lung tissue using TRIzol reagent (Invitrogen) and purified with the RNeasy Plus Mini Kit (QIAGEN). RNA-Seq libraries were prepared with the TruSeq Stranded mRNA Library Preparation kit (Illumina), according to manufacturer’s instructions. The cBot fluidic device (Illumina) was used to hybridize samples onto a flow cell and to generate clonal clusters of the DNA fragments. The sequencing was performed on the HiSeq 4000 sequencer (Illumina) and analyzed as described in the Supplemental Methods. scRNA-Seq data obtained from 15 control rejected donor lungs and 17 lungs from patients with advanced COPD/emphysema undergoing transplant (National Center for Biotechnology Information Gene Expression Omnibus [NCBI GEO] accession number GSE136831) as previously described (34) were reanalyzed as outlined in the Supplemental Methods.

### FASN activity.

FASN enzyme activity was determined as previously described (81). Briefly, 20 μL of fresh whole lung homogenate (1 μg protein/μL) was added to 70 μL of assay buffer (0.14 M potassium phosphate buffer pH 7.0, 1.4 mM EDTA pH 8.0, 1.4 mM DTT, 0.24 mM NADPH, 0.1 mM acetyl-CoA). The rate of NADPH oxidation was monitored at 340 nm at baseline and again after adding 10 μL of 0.85 mg/mL malonyl-CoA (MilliporeSigma). The substrate-dependent rate was determined by subtracting the baseline NADPH oxidation rate from the rate after addition of malonyl-CoA.

### Statistics.

All data were expressed as the mean ± SEM. Box plots show the interquartile range (box), median (line), and minimum and maximum (whiskers). Pairs of groups of samples distributed parametrically were compared by unpaired, 2-tailed Student’s *t* test. One-way ANOVA followed by Tukey’s correction was used for multigroup comparisons. Significance was accepted at *P* < 0.05. Data analysis was performed by Prism version 9 (GraphPad Software).

### Study approval.

All the animal protocols used in the study were approved by the Institutional Animal Care and Use Committee of Weill Cornell Medical College (New York, New York, USA) (protocol 2014-0020). Human samples obtained from Lung Tissue Research Consortium used in Figure 2 were tissues obtained from open lung biopsies described previously (28).

### Data availability.

Supporting data for all values underlying data presented in graphs are available in the Supporting Data Values file. RNA-Seq data have been deposited to NCBI GEO (accession number GSE235644).

## Author contributions

LCF, SMC, JFX, and AMKC conceived and designed the study. LCF, KMC, KK, SK, JAQ, YC, and NCW performed the experiments. SMC, KPC, and MP provided technical support for the murine COPD model, FASN mice, and high-fat diet experiment. LCF, MP, EAG, SK, MS, and SMC performed the data analyses, and JFX, SMC, KPC, MEM, EAG, and AMKC provided critical discussions for data interpretation. LCF and SMC wrote the manuscript, and all coauthors reviewed and approved the final manuscript.

## Supplementary Material

Supplemental data

Supplemental data -- unedited gels

Supporting data values

## Figures and Tables

**Figure 1:**
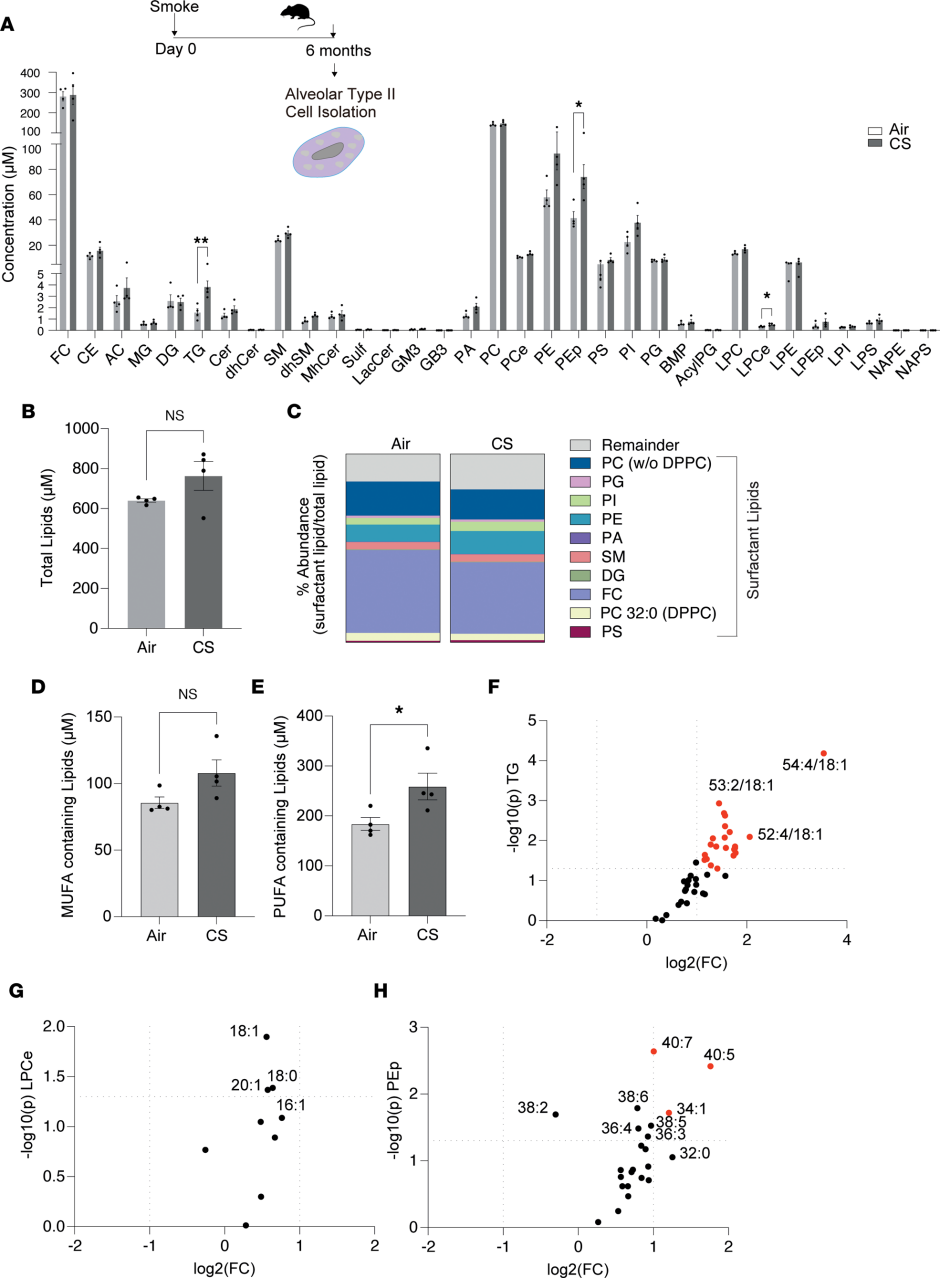
Comprehensive lipidomic analysis of primary AEC2 cells from mice exposed to CS for 6 months. (**A**–**C**) Schematic for the timeline of smoke exposure for the isolation of AEC2 cells for lipidomic analysis with individual lipid compositions (**A**), total lipid levels (**B**), and percentage abundance of surfactant-related lipids (calculated by expressing the concentration of each lipid family as a percentage of total lipids) (**C**) in isolated AEC2 cells from mice exposed to CS or air for 6 months (*n* = 4 mice per group). FC, free cholesterol; CE, cholesterol ester; AC, acyl carnitine; MG, monoacylglycerol; DG, diacylglycerol; TG, triacylglycerol; Cer, ceramide; dhCer, dihydroceramide; MhCer, monohexosylceramide; Sulf, sulfatide; LacCer, lactosylceramide; GM3, monosialodihexosylganglioside; GB3, globotriaosylceramide; BMP, bis(monoacylglycero)phosphate; AcylPG, acyl phosphatidylglycerol; SM, sphingomyelin; PA, phosphatidic acid; PC, phosphatidylcholine; PCe, phosphatidylcholine ether; PE, phosphatidylethanolamine; PEp, plasmalogen phosphatidylethanolamine; PS, phosphatidylserine; PI, phosphatidylinositol; PG, phosphatidylglycerol; LPC, lysophosphatidylcholine; LPE, lysophosphatidylethanolamine; LPEp, plasmogen lysophosphatidylethanolamine; LPI, lysophosphatidylinositol; LPS, lysophosphatidylserine; NAPE, N-acyl phosphatidylethanolamine; NAPS, N-acyl phosphatidylserine. (**D** and **E**) Concentration of MUFA- (**D**) and PUFA- (**E**) containing lipids in isolated AEC2 cells from mice exposed to CS or air for 6 months. (**F**–**H**) Volcano plots of altered TG species (**F**), ether lysophosphatidylcholines (LPCes) (**G**), and plasmalogen phosphatidylethanolamines (PEps) (**H**) in isolated AEC2 cells from mice exposed to CS or air for 6 months (*n* = 4 mice per group). Red dots denote *P* < 0.05 fold-change of +2. Data representative of 1 independent experiment with *n* = 4 mice per group and presented as mean ± SEM (*P < 0.05, **P < 0.01, by Student’s unpaired *t* test).

**Figure 2:**
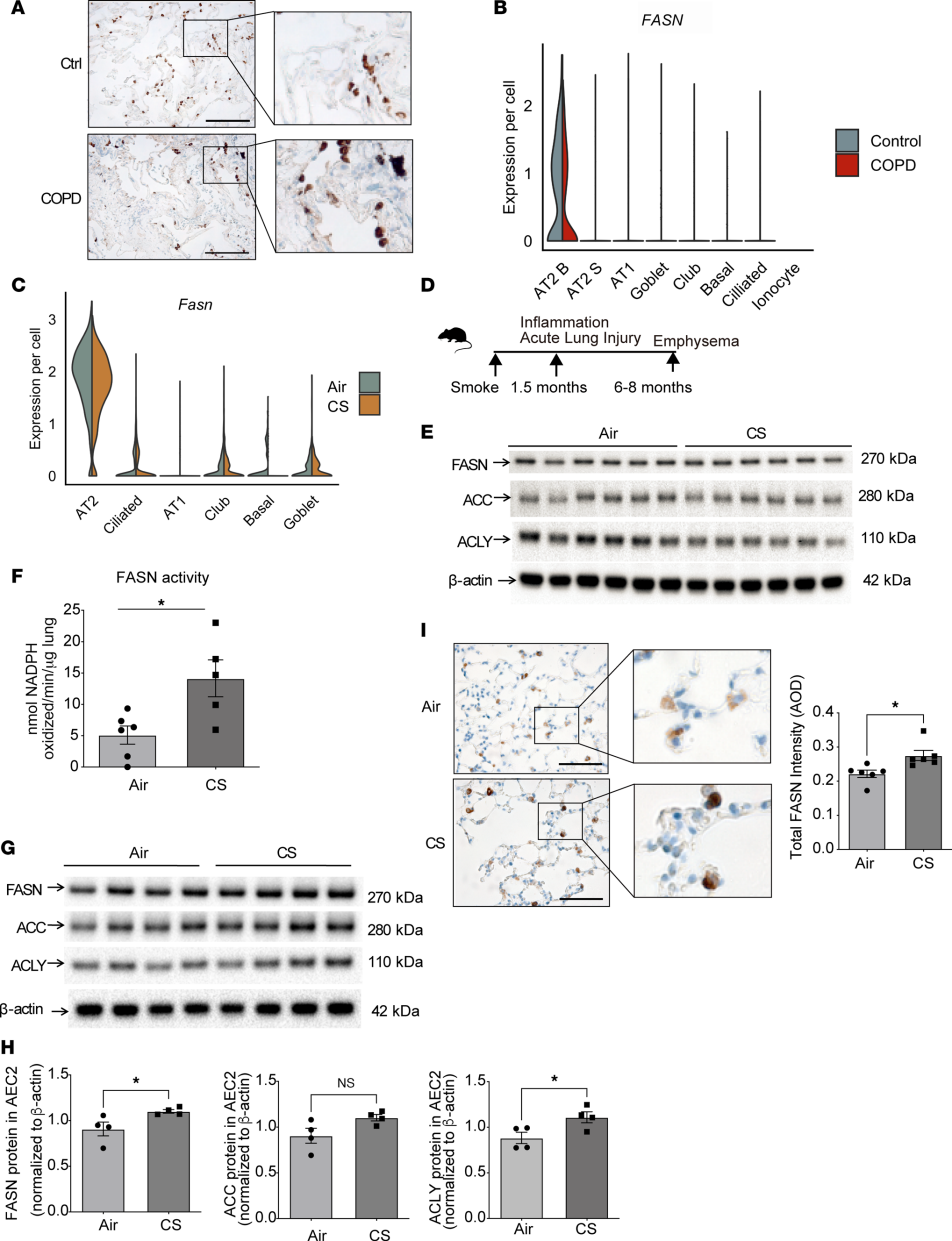
FASN is localized to AEC2 cells and is regulated by CS. (**A**) Representative immunohistochemical (IHC) stain of FASN in lung sections from healthy control (Ctrl) and chronic obstructive pulmonary disease (COPD) patients (*n* = 3 per group). Scale bars, 200 μm. Insets, original magnification, ×8. (**B** and **C**) Violin plots of normalized expression values for FASN in human (**B**) and murine (**C**) lung cells. “AT1” refers to alveolar epithelial type I cells; “AT2B” refers to alveolar epithelial type II cells associated with canonical “bulk” AT2 markers such as *SFTPA1*, *SFTPA2*, and *ETV5*; and “AT2S” refers to AEC2 cells that are more stem-like with increased expression of *ERBB4*, *TNIK*, *TCF12*, *FOXP1*, *STAT3*, *YAP*, and *TEAD1*. (**D**) Schematic for the timeline of CS exposure. (**E**) Representative immunoblot of FASN, acetyl-CoA carboxylase (ACC), ATP citrate lyase (ACLY), and β-actin (*n* = 6 per group) expression in murine lung tissues from C57BL/6 mice exposed to CS or air for 6 weeks. Immunoblotting for FASN and β-actin was carried out on the same gel/membrane; immunoblotting for ACC and ACLY was carried out on the same gel/membrane. The same samples were used to load both gels. See complete unedited blots in the supplemental material. (**F**) FASN enzymatic activity (*n* = 6 in air group, *n* = 5 in CS group) in murine lung tissues from C57BL/6 mice exposed to CS or air for 6 weeks. (**G**) Immunoblotting of FASN, ACC, and ACLY expression in primary AEC2 cells isolated from C57BL/6 mice exposed to CS or air for 6 months (*n* = 4 per group) with quantification (**H**). Immunoblotting for ACC and ACLY were carried out on the same gel/membrane. FASN and β-actin were run on separate gels. The same samples were used to load all gels. (**I**) Representative IHC staining of FASN in lung sections from C57BL/6 mice exposed to CS or air for 6 months (*n* = 3 per group) with corresponding quantification. Scale bars, 200 μm. Insets, original magnification, ×8. AOD, average optical density. Data are presented as mean ± SEM; *P < 0.05 by Student’s unpaired *t* test.

**Figure 3:**
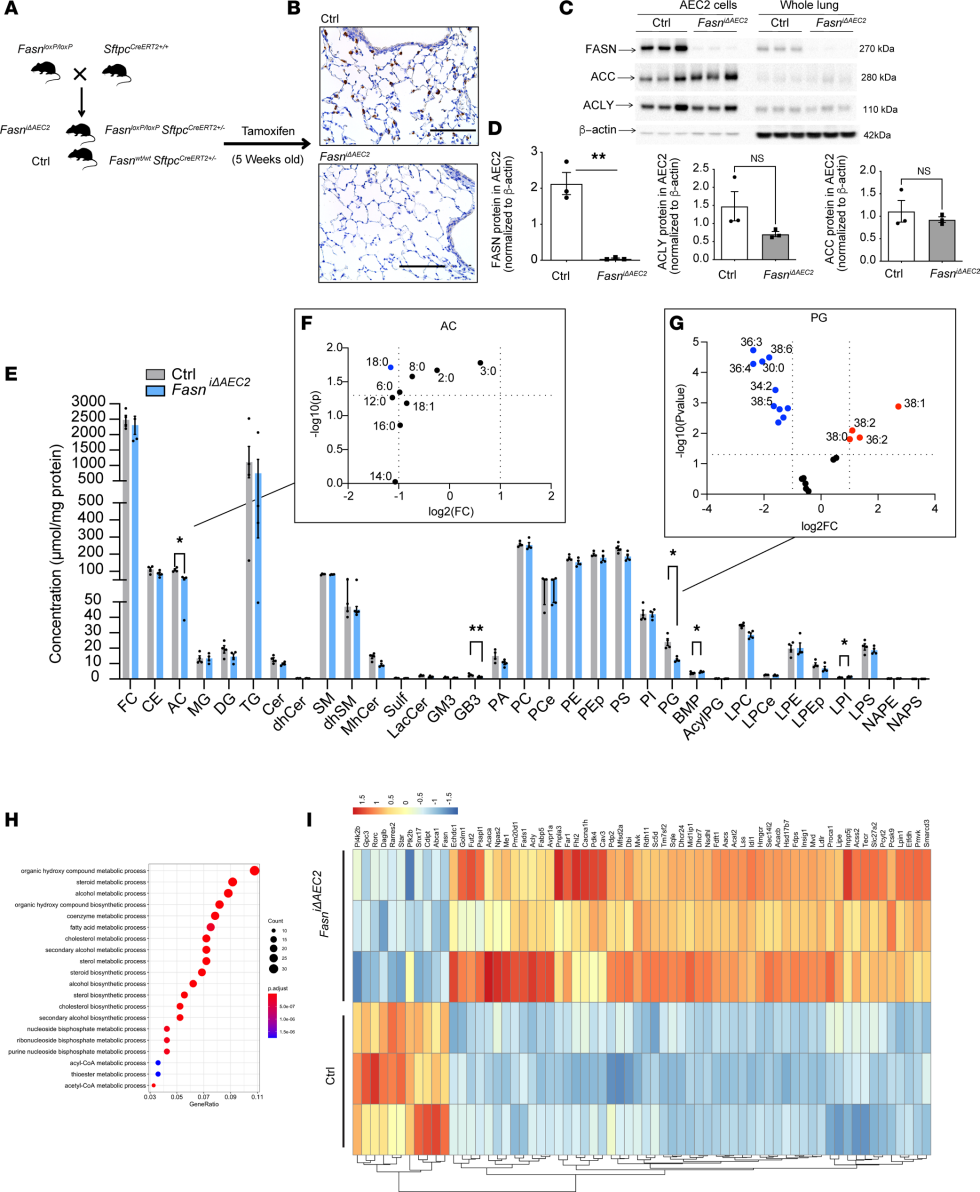
Generation of *Fasn*^iΔAEC2^ mice with altered lung lipid levels. (**A**) *Fasn^fl/fl^* and *Sftpc-Cre^+/+^* mice were crossed to generate *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice, and both were induced by tamoxifen to drive CreERT2. (**B**) Representative IHC staining of FASN in lung tissue from *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice (*n* = 4 per group). Scale bars, 100 μm, (*n* = 3 experiments). (**C** and **D**) Representative immunoblot (*n* = 3 experiments) (**C**) with quantification (**D**) of FASN, ACLY, and ACC protein expression in primary isolated AEC2 cells and whole lung homogenates from *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice (*n* = 3 per group). **P < 0.01 by Student’s unpaired *t* test. Immunoblotting for FASN, ACLY, and β-actin was carried out on the same membrane; immunoblotting for ACC was carried out on a separate membrane. The same samples were used to load both gels. (**E**–**G**) Lipidomic profiling (**E**) of whole lung lipid extracts from *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice with subgroup analysis of (**F**) acyl carnitine (AC) and (**G**) phosphatidylglycerol (PG) species. Red dots denote *P* < 0.05 fold-change of +2; blue dots denote *P* < 0.05 fold-change of –2. Data are expressed as mean ± SEM. (*P < 0.05, **P < 0.01, by Student’s unpaired *t* test, *n* = 3 mice per group of 1 independent experiment.) (**H**) Gene ontology pathway analysis of lipid metabolic processes of significantly altered genes represented as a (**I**) heatmap from whole lung transcriptomic profiling of *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice (*n* = 3 mice per group, 1 independent experiment).

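The labels of 65 genes could be read in the heatmap (Figure 3I), 55 drawn as higher and 10 as lower in *Fasn* iΔAEC2 lungs, and every one of the 65 had the drawn direction. By edgeR's quasi-likelihood test, 21 had an adjusted *P* value under 0.05 over all genes tested (20 higher and 1 lower) and 65 when adjusted over the list alone, a count that is not independent evidence because the genes were picked on these samples. DESeq2 called 62 of the 65 and the likelihood ratio test 57. The count by edgeR was 11, 3 and 11 without control replicates 1, 2, and 3, and 31, 15 and 13 without *Fasn* iΔAEC2 replicates 1, 2, and 3. In none of the 65 genes did the groups overlap. Because they were picked on these samples, the 10% of genes that chance separates is no reference for them. Among the genes drawn as higher, *Pmvk* rose from 41.3 ± 1.21 to 98.4 ± 18.3 CPM (SD, *n* = 3, log2FC 1.25) and *Dhcr7* from 20.0 ± 0.0994 to 46.7 ± 4.48 CPM (log2FC 1.22). In 5 of the 55, *Cacna1h*, *Cav3*, *Fhl2*, *Inpp5j* and *Pdk4*, expression rose from *Fasn* iΔAEC2 replicate 1 over 2 to 3, by at least 1.5 times in all, as in the heart muscle genes, which 5.53% of all genes tested also were. Apart from *Fasn*, the genes drawn as lower had log2FC values from -1.04 in *Star* to -0.20 in *Snx17*; *Abca1* fell from 121 ± 20.6 to 74.1 ± 4.56 CPM (log2FC -0.71, SE 0.13, adjusted *P* value 0.134 by edgeR).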

**Figure 4:**
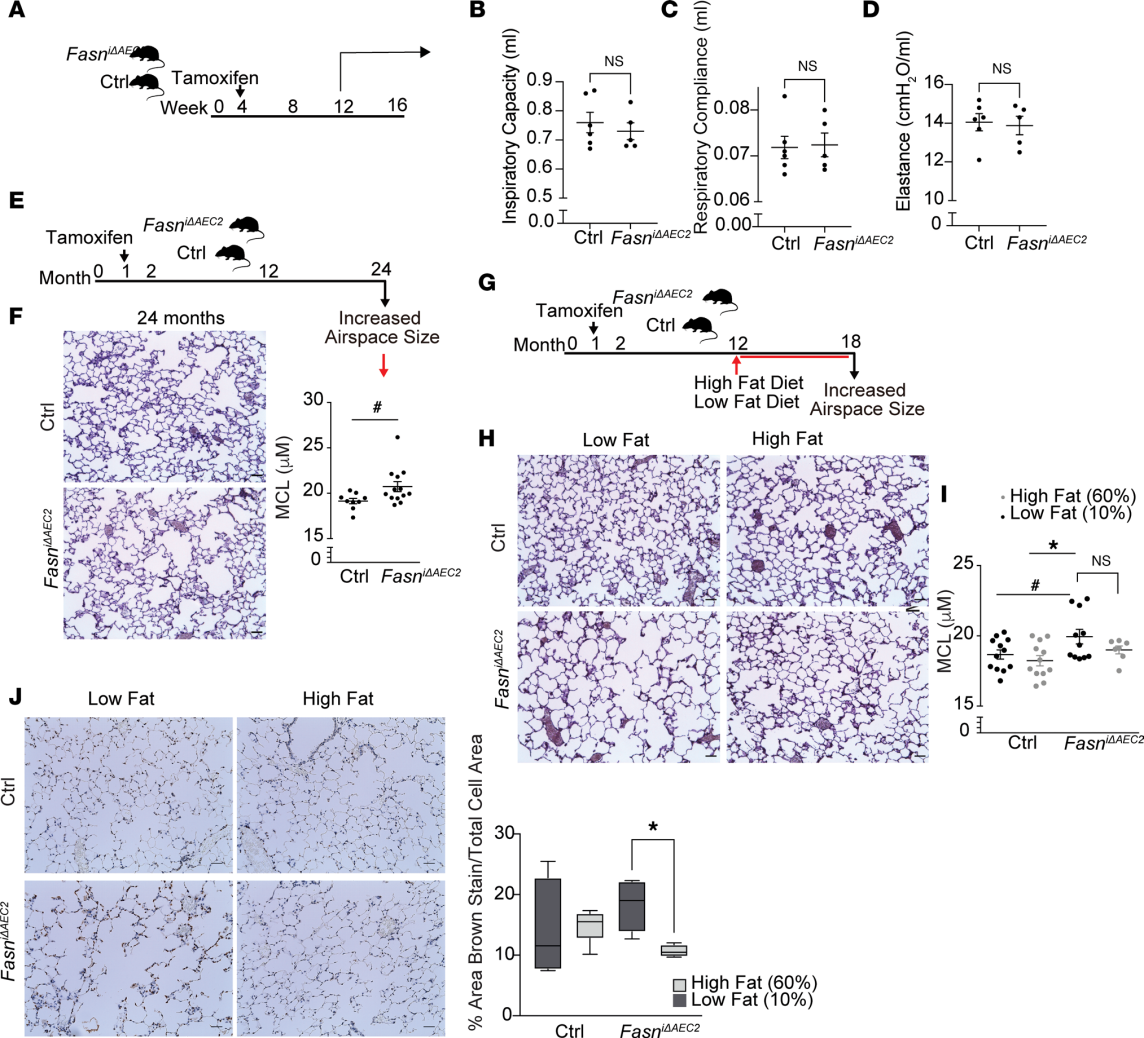
Targeted deletion of FASN in AEC2 cells results in age-associated airspace enlargement. (**A**–**D**) (**A**) Schematic of timeline for inspiratory capacity (**B**), compliance (**C**), and elastance (**D**) of 13- to 14-week-old *Fasn*^iΔAEC2^ and *Sftpc^CreERT2+/–^* control mice (*n* = 5–6 per group). (**E**) Schematic and (**F**) representative IHC modified gills-stained lung sections (*left*) with mean chord length (MCL) values (*right*) of 24-month *Sftpc^CreERT2+/–^* control and *Fasn*^iΔAEC2^ mice (Ctrl *n* = 9; *Fasn*^iΔAEC2^ *n* = 13). (**G**) Schematic of *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice fed with high-fat (60%) or low-fat (10%) diet at age 12 months until sacrifice at 18 months. (**H**) Representative IHC modified gills-stained lung sections and (**I**) MCL values with (**J**) representative TUNEL stain and corresponding quantification (*right*) from *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice at 18 months upon supplementation with a high-fat (60%) or low-fat (10%) diet in lung tissue and MCL scoring of mouse lungs for each group. (Ctrl low fat, *n* = 12; *Fasn*^iΔAEC2^ low fat, *n* = 11, Ctrl high fat, *n* = 12, *Fasn*^iΔAEC2^ high fat, *n* = 7.) Data represented as mean ± SEM of 1 independent experiment. *P < 0.05 by 1-way ANOVA, ^#^*P* < 0.05 by Student’s unpaired *t* test.

**Figure 5:**
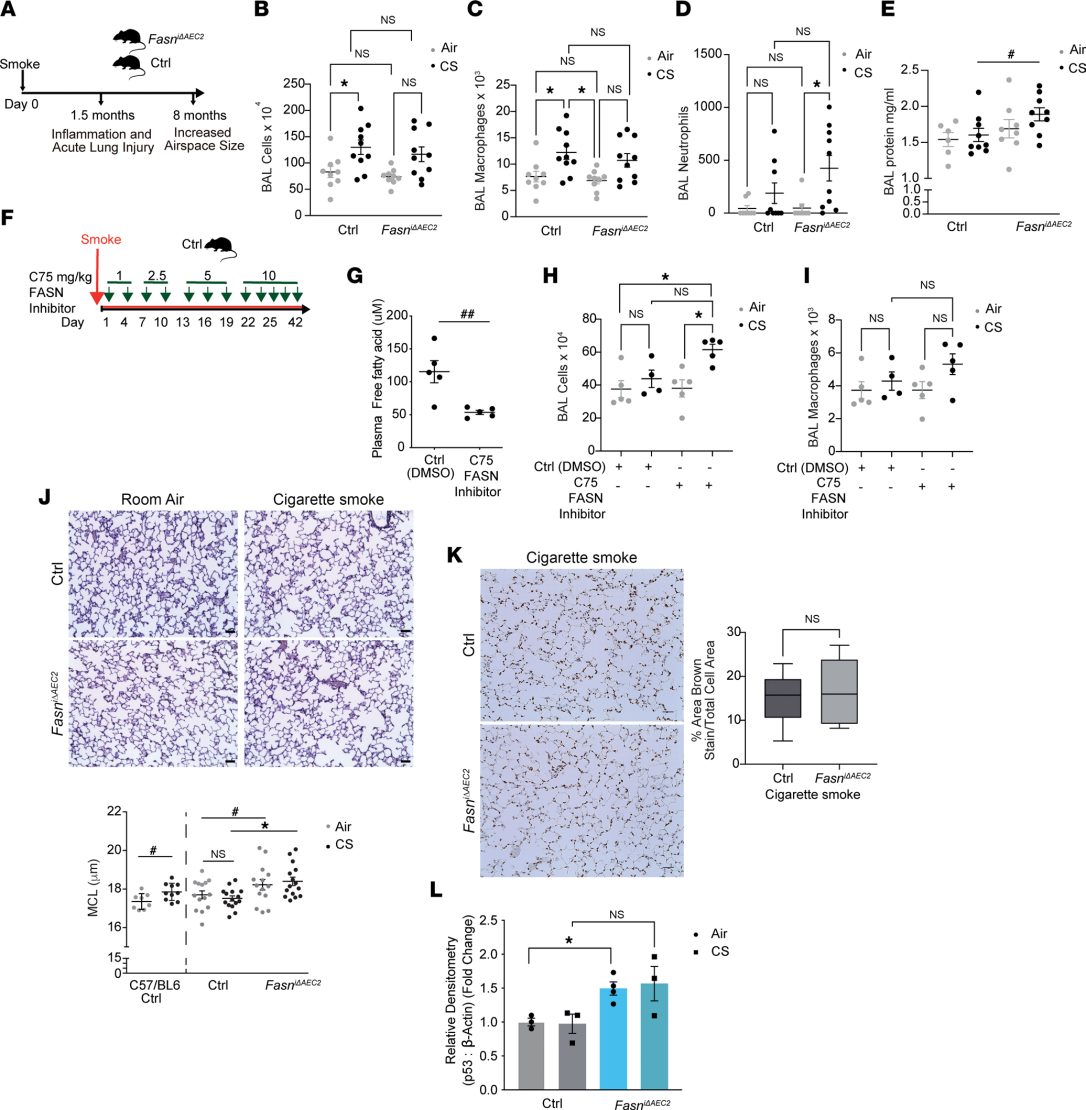
Targeted deletion of FASN in AEC2 cells results in increased lung injury, inflammation, and airspace enlargement upon acute or chronic smoke exposure. (**A**) Schematic of timeline of *Fasn*^iΔAEC2^ and control *Sftpc*^CreERT2+/–^ mice exposed to acute (6 weeks) or chronic (8 months) CS exposure. (**B**) Total BALF leukocyte counts, (**C**) total macrophage counts, (**D**) total neutrophil counts (*n* = 9–10 mice per group), and (**E**) total protein concentrations in BALF (*n* = 6–9 mice per group, *n* = 2 technical replicates) of *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice after acute (6 weeks) CS exposure. (**F**) Schematic of treatment regimen with the FASN inhibitor C75 and smoke. (**G**) Plasma free fatty acid levels (*n* = 5 mice per group), (**H**) total BALF leukocytes, and (**I**) total BALF macrophages of mice administered C75 (1 mg/kg 1–7 days, 2.5 mg/kg days 7–13, 5 mg/kg days 14–22, then 10 mg/kg days 23–42, DMSO as control) for a total of 42 days of exposure to CS. (*n* = 4–5 mice per group.) (**J**) Representative IHC images of modified gills-stained lung sections (*top*) and MCL scoring (*bottom*) of mouse lungs for each group (*n* = 8–15 mice per group) calculated from *Fasn*^iΔAEC2^ and *Sftpc^CreERT2+/–^* control mice, as well as C57BL/6 controls exposed to 8 months of CS exposure. (**K**) Representative IHC image of TUNEL stain of lung tissue from *Fasn*^iΔAEC2^ and *Sftpc^CreERT2+/–^* control mice exposed to 8 months of CS with corresponding quantification norm (*right*). (**L**) Densitometric analysis of fold-change in p53 expression by immunoblotting in the whole lung tissue of *Fasn*^iΔAEC2^ and *Sftpc^CreERT2+/–^* control mice exposed to 6 months of CS (*n* = 3 mice per group) normalized to β-actin. Scale bars, 50 μm. Data represented as mean ± SEM of 1 independent experiment. *P < 0.05 by 1-way ANOVA followed by Tukey’s correction. ^#^*P* < 0.05 by Student’s unpaired *t* test.

**Figure 6:**
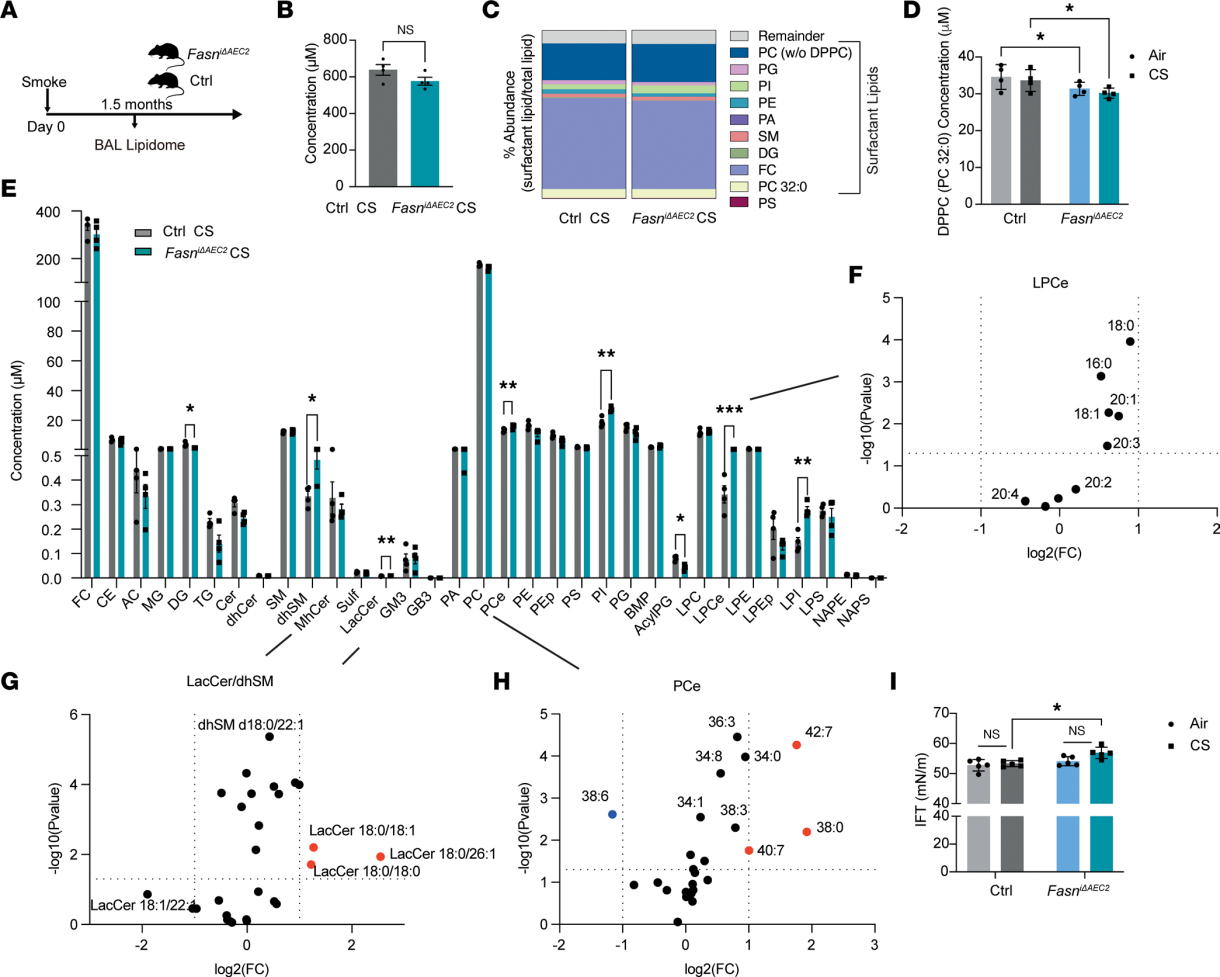
Targeted deletion of FASN in AEC2 cells alters the BALF lipidome and surface tension of the lung in response to smoke. (**A**) Schematic of BALF lipidomic profiling of *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice exposed to 6 weeks of smoke or room air. (**B**) Total lipid levels, (**C**) abundance (expressed as each surfactant lipid as a percentage of total lipids), (**D**) DPPC levels, (**E**) families of lipids and (**F** and **G**) individual LPCe species (**F**) or individual (**G**) dhSM and LacCer species (**H**) PCe in *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice exposed to 6 weeks of smoke (*n* = 4 per group). Red dots denote *P* < 0.05 fold-change of +2; blue dots denote *P* < 0.05 fold-change of –2. (**I**) Interfacial activity of the murine BALF in *Fasn*^iΔAEC2^ and control *Sftpc^CreERT2+/–^* mice exposed to 6 weeks of smoke (*n* = 5 per group) determined utilizing a sessile drop tensiometer. Data represented as mean ± SEM of 1 independent experiment. *P < 0.05, **P < 0.01, ***P < 0.001, by 1-way ANOVA followed by Tukey’s correction.

**Figure 7:**
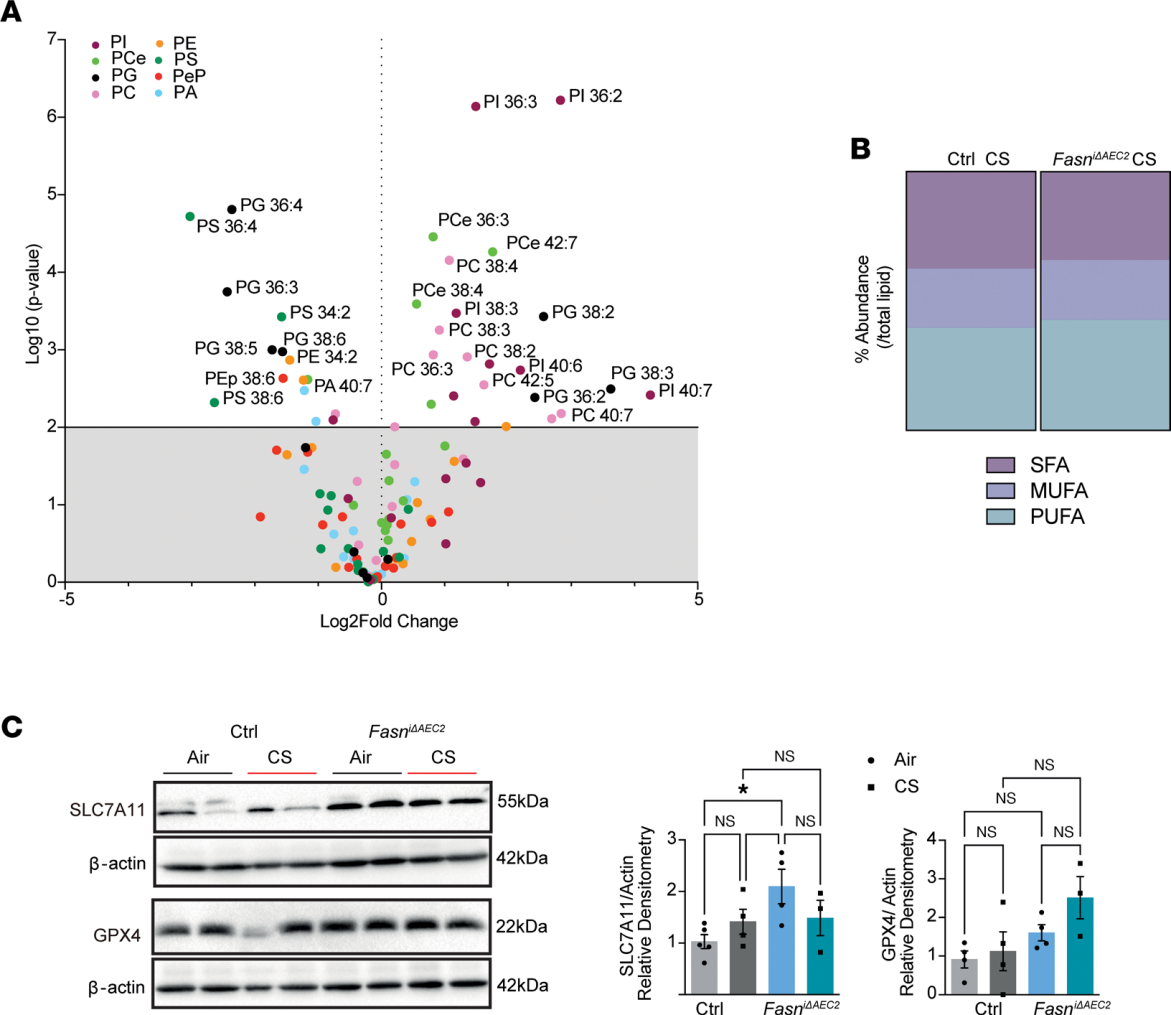
Targeted deletion of FASN in AEC2 cells increases abundance of PUFA-bound lipids and increases markers of ferroptosis in response to smoke. (**A**) Volcano plot of significantly altered PUFA-containing phospholipids in the *Fasn*^iΔAEC2^ mice compared with *Sftpc^CreERT2+/–^* control mice in response to 6 weeks of smoke (*n* = 4 per group). (**B**) Percentage abundance of saturated fatty acid–containing (SFA-containing), MUFA-containing, and PUFA-containing phosphatidylcholine species (calculated by expressing the concentration of each SFA, MUFA, and PUFA as a percentage of total phosphatidylcholine species). (**C**) Representative immunoblots (*left*) and relative quantification (*right*) for the ferroptosis markers, SLC7A11 and GPX4, with corresponding β-actin loading controls in *Fasn*^iΔAEC2^ mice compared with *Sftpc^CreERT2+/–^* control mice in response to 6 months of smoke. Immunoblot representative of *n* = 2 mice per group; densitometry representative of *n* = 3–5 mice per group. Data represented as mean ± SEM of 1 independent experiment. *P < 0.05 by 1-way ANOVA followed by Tukey’s correction.

How the deposited data were processed for this re-analysis (not part of the article)

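Gene expression was measured by RNA-Seq in whole lung tissue from 3 *Fasn* iΔAEC2 mice and 3 control *Sftpc CreERT2+/-* mice, taken 8 weeks after tamoxifen. Samples were assigned to groups and replicate numbers from their labels and the paper's text. The paper's lipidomic, immunoblot, histological, and single-cell data were not used here.

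The authors extracted the RNA, prepared stranded libraries from polyadenylated RNA, sequenced them on an Illumina HiSeq instrument, and counted reads per gene. They deposited these raw read counts in 1 table, with 23306 gene symbols and 6 libraries and no normalization. The aligner, the counting tool, whether counting used the strand, and the genome build are not named in the paper's main text, so genes that overlap others, lie antisense to them, or share sequence with paralogs or pseudogenes have uncertain counts. Every column of the table was matched to a sample. Of the symbols, 4306 had no read in any library, and 27 had been turned into dates by a spreadsheet, of which 2 were repeated; these 27 could not be assigned to a gene. Coordinates come from the GENCODE M21 annotation of GRCm38, matched by symbol for 21658 symbols and through older names for another 1270, and do not come from the authors' table.

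Total counts per library were 20924862 to 25671097 in controls and 29761375 to 31745950 in *Fasn* iΔAEC2 lungs. At this depth, a gene at 1 CPM has between 20 and 32 counts in a library, so counting error is small for most genes named and the spread between mice sets the precision. A count of 3 was taken as the floor below which no fold change is given except as a bound. Within groups, the correlation of log-scaled expression between replicates was 0.974 to 0.990. Counts of *Xist* (4 to 12) and of the Y-linked gene *Ddx3y* (1986 to 3150) show male tissue in all 6 libraries.

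Differential expression was computed from the deposited counts in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default settings, libraries were scaled by TMM (factors 0.995 to 1.01), and the 15431 genes left were tested with the robust quasi-likelihood test (glmQLFit and glmQLFTest) on the 2 groups, without covariates. The biological coefficient of variation was 0.161. *P* values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted *P* value under 0.05 and a log2FC of at least 0.2 in size; the paper's fold-change of 0.2 was read as a log2FC because the paper counts *Far1*, at a log2FC of 0.25, as altered. Standard errors are those of the fitted log2FC. Adjusted *P* values named as DESeq2's come from its Wald test (version 1.42.0) and those named as limma-voom's or camera's from limma 3.58.1. Gene sets were tested with camera at a preset inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation, and adjusted over the lists with at least 5 members tested (32 of 33 lists). Overlaps with the called genes were tested with 1-sided Fisher's exact tests against all genes tested. Principal components were computed on the 500 most variable genes.

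The design, the gene lists, the rule for the genes named, and the alternatives were fixed before the data were examined, except where a test is said to have been chosen later. The lists hold markers of lung cell types and of tissues next to the lung, lipid pathways, stress responses, and the circadian clock. The genes named are every gene the study names for the whole lung RNA-Seq or shows in Figure 3I, the genes of Supplemental Figure 3B and of the immunoblots, and, among genes with an adjusted *P* value under 0.05, a mean of at least 1 CPM and no overlap between groups, the 5 with the largest increase and the 5 with the largest decrease; for a gene set, up to 5 members with the largest change in the set's direction. Labels in Figure 3I were read by eye, and an illegible label was left out. Results for some of these genes are not reported here. The alternatives were DESeq2, the edgeR likelihood ratio test, limma-voom, RLE, upper quartile, or library size scaling, no filter beyond a total above 0, at least 10 counts in every library, the replicate number as a block, each library left out in turn, no minimum log2FC, a fold change of at least 1.2, an adjusted *P* value under 0.1, and gene sets without the members the study names or shows.

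The tests were run on simulated counts drawn for 15339 genes, 200 of them changed. Of 148 genes called by the quasi-likelihood test, 127 were among those changed and 21 were not; it recovered 80.6% of genes changed by a log2FC of 1 and 16.4% of those changed by 0.5 on the log2 scale. DESeq2 called 192, of which 44 were unchanged. With no gene changed, the quasi-likelihood test called 1 gene and DESeq2 20. Of 20 lists of unchanged genes, camera called 0. The simulated genes were drawn independently, so this cannot show how camera behaves when the genes of a list move together. In the real data, splits that mixed the 2 groups still gave 7 to 17 other lists called by camera.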

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

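Each result here concerns a gene or a list of markers that was higher in *Fasn* iΔAEC2 lungs than in control lungs. The tests of flanking DNA, of a neighboring gene, of heart and fat tissue taken along, and of a lower share of lung cells were chosen only after the results were seen, as was thinning the libraries. The paper's main text reports none of these patterns.

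*BC018473* had the largest log2FC of all called genes, 7.31, with 6, 7, and 4 counts in controls and at least 871 in every *Fasn* iΔAEC2 library. Depth does not account for it, since the log2FC was 7.25 after every library was thinned to the smallest total, and neither do reads running on from a neighbor, since the 1 annotated gene within 10 kb, *St6galnac1*, held at most 82 counts in any *Fasn* iΔAEC2 library. *St6galnac1* itself rose from 1, 1, and 5 counts to 82, 50, and 26. Because both genes lie on chromosome 11 with *Fasn*, a candidate explanation is a strain difference in DNA that came with the floxed allele. Of 174 genes within 10 Mb of *Fasn*, 10 (5.75%) had an unadjusted *P* value under 0.01, against 595 of 15084 (3.94%) elsewhere (*Fasn* and *BC018473* left out; 1-sided Fisher's exact test, *P* = 0.154), and 16.2% of 1000 windows of that size had as high a share. Among genes called by edgeR, 2 of the 174, *Pcyt2* and *C1qtnf1*, lie there, against 28 of 15084 elsewhere (1-sided Fisher's exact test, *P* = 0.0457), and among those called by DESeq2, 8 against 489 (*P* = 0.208). This does not separate the explanation from an effect of losing *Fasn*, because a flanking segment could hold a single variant that acts on these genes, and the libraries' genotypes near *Fasn* were not analysed here. An effect of the deletion itself stays open and untested.

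Heart muscle markers had a median log2FC of 2.48, with all 24 members tested higher and 22 above every control library (chance separates 10%, counting both directions). The median stayed between 1.94 and 2.78 with 1 library left out and was 2.47 after thinning, so depth does not account for it. Heart or pulmonary vein muscle taken along with the lung piece is a candidate explanation. The 22 separated genes do not decide it, since they are the pattern itself, and neither do the 22 that ordered the *Fasn* iΔAEC2 replicates 3 over 2 over 1, since any shared cause would give them 1 order. A lower share of lung cells in the piece is argued against as the whole cause, since it would raise other tissues and cells alike: with 1 library left out, the medians of 6 lists (fat, brown fat, smooth muscle, skeletal muscle, thymus, and T and NK cells) were -0.64 to 1.65, under the smallest for heart muscle, 1.94. The abundant *Myh6* was at 114 ± 38.5 CPM in controls and 278, 753, and 1192 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3, *Tnnt2* rose from 46.9 ± 10.8 CPM to 112, 272, and 423 CPM, and *Myl7* from 28.0 ± 7.90 CPM to 70.3, 184, and 296 CPM. *Myh7*, another member of the list, did not follow (log2FC 0.19). All 24 genes were also expressed in control lungs at 1 CPM or more, 2 belong to another list as well, and the study names or shows 0 of them. The set was not called by fry or with an estimated correlation (adjusted *P* values 0.151 and 0.216 from limma), and 1 of the 10 splits of the libraries gave a value as large, the real one. A larger muscle sleeve around the pulmonary veins of *Fasn* iΔAEC2 mice stays open, and it and muscle taken along cannot be told apart here.

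Fat cell markers had a median log2FC of 1.40 (18 of 18 higher, 10 above every control library) and 0.75 without *Fasn* iΔAEC2 replicate 3. After thinning it was 1.41, which argues against depth. Fat tissue taken along with the lung may be the source: of the 15 genes under 20 CPM in controls, all rose, 9 were separated, and 13 ordered the *Fasn* iΔAEC2 replicates 3 over 2 over 1, although another shared cause would give the same, so this does not decide it. *Cfd* was at 9.13 ± 5.42 CPM in controls and 22.1, 48.3, and 124 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3, and *Car3* at 8.39 ± 5.00 CPM and 20.2, 41.8, and 128 CPM. The list is not specific, since 14 of the 18 genes were at 1 CPM or more in control lungs, 4 are in another list, and the study names or shows 2. Of the 10 splits, 2 gave a value as large. Brown fat markers followed (median log2FC 0.86, 8 of 9 higher, 6 separated, 0.57 without *Fasn* iΔAEC2 replicate 3), which the same source might bring; 1 of the 9 is in another list and the study names or shows 1. Lipid storage in lung cells that lack FASN stays open and was not tested.

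Smooth muscle markers had a median log2FC of 0.86, with 10 of 10 higher but 0 separated from controls (5 had an unadjusted *P* value under 0.05). The control medians also rose from replicate 1 to replicate 3 (-0.34, -0.08, and 0.39 on the log2 scale against the control mean), and all 10 genes ordered the *Fasn* iΔAEC2 replicates 3 over 2 over 1. Without *Fasn* iΔAEC2 replicate 3 the median was 0.41. Skeletal muscle markers had a median log2FC of 0.60 (8 of 10 higher, 3 separated) and 0.91 without *Fasn* iΔAEC2 replicate 1; 1 of the 10 is in another list. Neither list was called by fry (adjusted *P* values 0.417 and 0.315 from limma). Pieces of lung that held more of the large airways and vessels near the heart could raise these markers together with the 22 separated heart muscle genes, but this was not tested, and neither was an effect of the deletion on muscle.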

How the results depend on the processing

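The thinning of libraries to a common depth was chosen only after the data were seen; the other alternatives were not. A tally was made over 69 of the results compared across the alternatives and does not cover the others. It leaves out *Fasn*, *Far1*, the counts of genes and lists called, and the cholesterol, fatty acid synthesis, and ribosomal protein gene sets. The tally is therefore no measure of how stable those results were. *Fasn*, for example, lost its call in 7 of 16 alternatives. In the tally, 932 values were unchanged in call and direction. Another 127 lost a call, and 64 gained a call. Direction changed in 4, all of them for *Slc7a11*. Outside these 69, some lists and the gene *Lcn2*, none of them called with all libraries, also changed direction with 1 library left out. No scaling, test, filter, or omitted library moved the median log2FC of all genes by more than 0.01.

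The number of differentially expressed genes was 505 by DESeq2 and 446 by the edgeR likelihood ratio test, against 32 by the quasi-likelihood test, and all 32 were in both. An adjusted *P* value under 0.1 by the quasi-likelihood test gave 55. DESeq2 and the likelihood ratio test also raised the genes named in the text as upregulated to 36 and 34 from 17, and the Figure 3I genes to 62 and 57 from 21. In the simulation with no gene changed, DESeq2 made 20 calls, the likelihood ratio test 13, and the quasi-likelihood test 1. The other scalings, filters, and fold change minimums gave 28 to 39 genes. Libraries thinned to the smallest total gave 30 genes, 29 of them shared, so the greater depth of the *Fasn* iΔAEC2 libraries decided few calls. Across the 6 fits that each left out 1 library, the number of differentially expressed genes was 5 (without control replicate 2) to 208 (without *Fasn* iΔAEC2 replicate 1), the genes named in the text as upregulated past the threshold 3 to 24, and the Figure 3I genes past it 3 to 31, with the same 2 libraries at the ends. *Fasn* iΔAEC2 replicate 1 stood apart from its group on the second principal component, which held 22.8% of the variance (25.3, against -7.96 and -8.45 for replicates 2 and 3). The first (61.7%) separated the groups but also spread *Fasn* iΔAEC2 replicates 1, 2, and 3. They were at 6.99, 15.9, and 33.5, against -14.7, -23.4, and -18.4 in control replicates 1, 2, and 3. The heart muscle genes have the same order of replicates, so the first component cannot be read as genotype alone. Fewer samples are part of each fit that left out 1 library. Beyond that, the cause was not tested.

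The log2FC of *Fasn* was -0.91 under limma-voom and under upper quartile scaling, where its adjusted *P* value rose just above 0.05, and -0.998 to -0.822 with 1 library left out, where the adjusted *P* value was 0.112 to 0.192 in all fits except the one without *Fasn* iΔAEC2 replicate 1. DESeq2 called *Far1*, at a log2FC of 0.27 (adjusted *P* value 0.0282). The log2FC of *Slc7a11*, 0.18 by the quasi-likelihood test (SE 0.59), was -0.0929 under limma-voom and between -0.79 (without *Fasn* iΔAEC2 replicate 1) and 0.51 with 1 library left out, with -0.0948 without control replicate 2; it was called under no alternative. The cause was not tested.

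By the correlation of their deviations, same-numbered libraries shared little (0.0990, 0.210, and 0.131 for numbers 1, 2, and 3), and no text states that a number marks a litter or day, so the numbers were not taken as pairs. With the replicate block, 33 genes were called, 23 of them among the 32, and the log2FC of *Slc7a11* was -0.0237.

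Fry and camera with an estimated correlation, which allow for genes of a list moving together, removed set calls. The ribosomal protein gene set, with a median log2FC of -0.14 under both, was called by neither. The fatty acid synthesis gene set (0.44) was called by fry and not with an estimated correlation. Of the 13 other gene sets that camera called, 1 was called by fry and 0 with an estimated correlation, with 5 and 3 of the other lists at an unadjusted *P* value under 0.05. The cholesterol biosynthesis gene set was called under every alternative run.

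A sex covariate was not run, since all libraries were male. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many differentially expressed genes as the real split, the real one itself, and the same held for the genes named in the text as upregulated (1), the Figure 3I genes (1), and the cholesterol (1) and fatty acid synthesis (1) gene sets. For the ribosomal protein gene set it was 2, and for the number of other gene sets called it was 7. With 10 splits the share is never under 0.1, so these counts cannot rule chance out. The simulation recovered 16.4% of genes changed by a log2FC of 0.5, so genes with changes of this size or smaller, *Far1* among them, are mostly missed by the quasi-likelihood test with 3 mice per group.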

Differences from the paper's values

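The settings compared here were set before the data were examined. The paper reports 678 significantly altered genes, and edgeR's quasi-likelihood test called 32. Under DESeq2 the count was 505, which is within 1.5 times the paper's. None of the other alternatives set before the data were examined closed the gap: the likelihood ratio test called 446, and the other tests, scalings, filters, thresholds, the replicate block, and the fits without 1 library called 5 to 208.

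The paper gives *P* = 0.012 for *Far1* and does not say whether it is adjusted. The adjusted *P* value by edgeR was 0.184. Under the alternatives set before the data were examined it was 0.0282 (DESeq2) to 0.635 (edgeR without control replicate 2), more than 1.5 times the paper's value in each; DESeq2 was the only one that gave an adjusted *P* value under 0.05 for *Far1*. The unadjusted *P* value by edgeR was 0.00346, and adjusted over the genes the text names as upregulated it was 0.00388. The log2FC did not differ (0.27 here, 0.25 in the paper).

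The paper names 37 genes as upregulated, and edgeR called 17 of them. DESeq2 called 36 of the 37, all but *Psapl1*, which the likelihood ratio test called (adjusted *P* value 0.0173); that test called 34 in all. Without *Fasn* iΔAEC2 replicate 1 the count was 24, and without the expression filter it was 20. Of the 65 genes read from Figure 3I, drawn from the significantly altered genes, edgeR called 21, DESeq2 62, the likelihood ratio test 57, the fit without *Fasn* iΔAEC2 replicate 1 called 31, and the fit without the expression filter called 25. The paper states that EIF2 signaling was among the top altered pathways; the ribosomal protein genes, which make up much of that pathway, had 0 members among the 32 genes called by edgeR, with 27 at an unadjusted *P* value under 0.05, and 6 among those called by DESeq2.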

Other observations

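The tests of time of day and of transcript length and GC content were chosen only after the results were seen, and the airway, mesothelial, and heart genes named singly here were chosen after their values were seen.

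Circadian clock genes were shifted, with a median log2FC of -0.59 over 19 genes (14 lower) and -0.55 after thinning the libraries, which argues against depth. The *Arntl* arm (*Arntl*, *Npas2*, *Clock*, *Nfil3*) had a median log2FC of 1.29 and the Per arm (*Per1*, *Per2*, *Per3*, *Dbp*, *Tef*, *Hlf*, *Nr1d1*, *Nr1d2*, *Gm129*) a median of -0.89. Thus 13 of 13 genes moved in the direction of their arm, 11 of them without overlap between groups (chance separates 10%, counting both directions). Their adjusted *P* values by edgeR were under 0.05 in 0 of the 13, while 12 had an unadjusted *P* value under 0.05. The shift was largest in *Fasn* iΔAEC2 replicate 1, and without it the arm medians were 0.90 and -0.58. *Dbp*, for example, was at 222 ± 15.6 CPM in controls and 33.3, 120, and 122 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3. A candidate explanation is a difference in the time of day at which lungs were collected, and 13 of 13 genes moved as it predicts, but the arms were compared after the shift was seen and a change of the clock itself would move them alike, so the 2 cannot be told apart; collection times are not stated in the text held. The set was not called by fry (adjusted *P* value 0.151 from limma), and 1 of the 10 splits gave a value as large. An effect of FASN loss on the clock stays open and untested.

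Cholesterol synthesis genes also follow the time of day in many tissues, so collection time was tested for that set too. The set's median against the control mean was 1.11, 0.97, and 1.13 on the log2 scale in *Fasn* iΔAEC2 replicates 1, 2, and 3, a range of 0.16, while the Per arm was at -1.73, -0.59, and -0.52. The cholesterol genes did not follow the size of the clock shift across these 3 libraries, but 3 libraries cannot decide it, since the groups could still differ in time of day, and for the cholesterol set the explanations cannot be told apart. Depth is argued against, with a median of 1.08 after thinning.

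The small decrease of the ribosomal protein genes stayed at a median log2FC of -0.14 after thinning and at -0.14 after the trend on transcript length and GC content was removed (all 81 members had both values), so neither accounts for it. Whether the decrease stands apart from the correlation between these genes stays open, as an estimated correlation gave an adjusted *P* value of 0.556.

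Several genes of airway glands and secretory cells were higher and uneven among *Fasn* iΔAEC2 replicates 1, 2, and 3. *Muc5b* was at 56.5 ± 28.6 CPM in controls and 310, 191, and 405 CPM in *Fasn* iΔAEC2 lungs (SD, *n* = 3; log2FC 2.42, adjusted *P* value 0.134 by edgeR), *Ltf* at 10.9 ± 1.49 CPM and 216, 32.8, and 676 CPM (log2FC 4.81, adjusted *P* value 0.181 by edgeR), *Bpifb1* at 36.1 ± 38.0 CPM and 298, 181, and 780 CPM (log2FC 3.53), and *Reg3g* at 10.5 ± 8.60 CPM and 177, 48.1, and 267 CPM (log2FC 3.96). Mesothelial genes were lower, among them *Msln* (233 ± 110 to 99.7 ± 21.3 CPM, log2FC -1.22), *Upk3b* (log2FC -0.995), *Wt1* (log2FC -0.99), *Lrrn4* (log2FC -0.72), *Rspo1* (log2FC -0.68), and *Gpm6a* (log2FC -0.66). No explanation was tested for either group of genes.

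Other lists that camera called were the T and NK cell markers (median log2FC -0.42, 12 of 13 lower, -0.64 without control replicate 3), the UPR gene set (0.21, 16 of 18 higher, 0.11 and no longer called without *Fasn* iΔAEC2 replicate 1), the SREBP pathway gene set (0.10, also with the member at the floor of counts placed at its bound), the fasting and glucocorticoid gene set (0.26, 11 of 15 higher, called by fry with an adjusted *P* value of 0.0333 from limma), the endothelial markers (-0.17, -0.01 without control replicate 1), the AEC1 markers (-0.12, -0.05 without *Fasn* iΔAEC2 replicate 1), and the thymus markers (-0.22, -0.13 without control replicate 2). The endothelial and AEC1 markers lost the call without control replicate 1, without *Fasn* iΔAEC2 replicate 1, and without *Fasn* iΔAEC2 replicate 3. The thymus markers lost it without control replicate 1, without control replicate 2, and without *Fasn* iΔAEC2 replicate 3. The lists not called had medians of -0.09 (interstitial macrophages and monocytes), 0.20 (ciliated cells), -0.35 (neutrophils), 0.07 (club cells), -0.17 (B and plasma cells), 0.12 (immediate early genes), 0.26 (proliferation), -0.05 (interferon), 0.09 (fibroblasts), 0.06 (ISR and ATF4 targets), 0.06 (ether lipid synthesis), 0.05 (ferroptosis execution), 0.06 (p53 targets), 0.04 (ferroptosis protection), and 0.12 (alveolar macrophages). These medians moved with single libraries. Without *Fasn* iΔAEC2 replicate 1 they were -0.35 for interstitial macrophages and monocytes, -0.68 for neutrophils, and -0.52 for alveolar macrophages, all then called by camera, and -0.11 for proliferation. Without control replicate 3 the median of the ciliated cell markers was 0.47, and it was called. The B and plasma cell (-0.34 without control replicate 3), club cell (0.16 without *Fasn* iΔAEC2 replicate 1), immediate early (0.30 without control replicate 3), and proliferation (0.35 without *Fasn* iΔAEC2 replicate 3) lists also gained a call in such fits. A list of liver markers had fewer than 5 members tested.

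Genes whose proteins the paper measured by immunoblot differed among themselves in these unexposed whole lungs. *Fasn*, *Acaca*, and *Acacb* changed as given above, and *Acly* had a log2FC of 0.80 (SE 0.16, adjusted *P* value 0.142 by edgeR, 0.0351 without *Fasn* iΔAEC2 replicate 1 and 0.630 without control replicate 2). The log2FC of *Gpx4* was 0.07 (SE 0.07, adjusted *P* value 0.760 by edgeR) and lay between 0.0235 and 0.0998 with 1 library left out. That of *Trp53* was -0.18 (SE 0.09, adjusted *P* value 0.498 by edgeR) and -0.09 without *Fasn* iΔAEC2 replicate 3. *Slc7a11* was at 5.85 ± 2.14 CPM in controls and 13.2, 3.54, and 3.24 CPM in *Fasn* iΔAEC2 replicates 1, 2, and 3. *Thrsp* had a log2FC of 1.39 (SE 0.44, adjusted *P* value 0.297 by edgeR) and 0.71 without *Fasn* iΔAEC2 replicate 3. The paper gives a *Fasn* mRNA decrease of 64% in total lung, apart from its RNA-Seq and by an assay its main text does not name. The decrease here was 47.0%, and the values may differ in assay, mice, and time after tamoxifen.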
